# *Arid1a* Loss Enhances Disease Progression in a Murine Model of Osteosarcoma

**DOI:** 10.3390/cancers16152725

**Published:** 2024-07-31

**Authors:** Kaniz Fatema, Yanliang Wang, Adriene Pavek, Zachary Larson, Christopher Nartker, Shawn Plyler, Amanda Jeppesen, Breanna Mehling, Mario R. Capecchi, Kevin B. Jones, Jared J. Barrott

**Keywords:** osteosarcoma, *Arid1a*, SWI/SNF, *piggyBac*, genomic instability, epigenetics, forward genetic screen, DNA damage repair, DSB, SSB

## Abstract

**Simple Summary:**

Osteosarcoma is an aggressive form of bone cancer that spreads quickly and is challenging to treat. Genetic screening in this study discovered that the loss of the *Arid1a* gene is a crucial factor in the development and progression of osteosarcoma. In vitro and in vivo studies validated that the loss of *Arid1a* increased proliferation and chemoresistance in human cell lines and led to higher disease penetrance, metastases, and shorter survival in mice. Unbiased pathway analyses suggest that *Arid1a* may contribute to the aggressiveness of osteosarcoma by dysregulating genomic instability.

**Abstract:**

Osteosarcoma is an aggressive bone malignancy, molecularly characterized by acquired genome complexity and frequent loss of *TP53* and *RB1*. Obtaining a molecular understanding of the initiating mutations of osteosarcomagenesis has been challenged by the difficulty of parsing between passenger and driver mutations in genes. Here, a forward genetic screen in a genetic mouse model of osteosarcomagenesis initiated by *Trp53* and *Rb1* conditional loss in pre-osteoblasts identified that *Arid1a* loss contributes to OS progression. *Arid1a* is a member of the canonical BAF (SWI/SNF) complex and a known tumor suppressor gene in other cancers. We hypothesized that the loss of *Arid1a* increases the rate of tumor progression and metastasis. Phenotypic evaluation upon in vitro and in vivo deletion of *Arid1a* validated this hypothesis. Gene expression and pathway analysis revealed a correlation between *Arid1a* loss and genomic instability, and the subsequent dysregulation of genes involved in DNA DSB or SSB repair pathways. The most significant of these transcriptional changes was a concomitant decrease in *DCLRE1C*. Our findings suggest that *Arid1a* plays a role in genomic instability in aggressive osteosarcoma and a better understanding of this correlation can help with clinical prognoses and personalized patient care.

## 1. Introduction

Osteosarcoma (OS) is a primary bone malignancy and a leading cause of cancer-related mortality among children and young adults in the USA [1,2,3]. Patients with metastasis have a dismal prognosis with 5-year survival rates ranging from 23 to 29% [2,4,5]. Recent sequencing technologies have identified numerous gene mutations and pathways associated with OS pathogenesis [6,7]. Identifying a consistent molecular event linked to osteosarcomagenesis and its progression has been challenging because of the extensive mutational landscape and intratumoral and intertumoral heterogeneity. Osteosarcoma is a genomically complex cancer [8,9] characterized by significant chromosomal rearrangements and genomic instability (GI). Both genetic and epigenetic mechanisms contribute to GI in OS [8,9,10]. The most consistent mutations found in OS are loss-of-function mutations in *TP53* (mutation frequency from 16% to 90%) and *RB1* (mutation frequency from 10% to 64%) [6].

It is, therefore, critical to develop a model system that best recapitulates genetic heterogeneity and identifies driver mutations. Insertional mutagenesis has been widely used for forward genetic screenings to detect novel cancer genes [11]. Prospective modeling in OS demonstrated that *Trp53* and *Rb1* gene disruption in osteoblasts are dominant events; however, they are not sufficient to induce tumor formation [12,13]. Even with both genes disrupted in mice pre-osteoblasts, the penetrance of tumor formation was less than 70%, and when it does occur, typically only one or two tumors per mouse arise [12]. This suggests that additional disruptions are probably contributing to osteosarcomagenesis. However, due to a substantial number of genetic and epigenetic anomalies observed in human OS cells [14], it has been challenging to determine which of these are critical for the progression of OS versus passengers to it. Previously, Moriarty et al. performed a forward genetic screen in mice using *Sleeping Beauty* transposons with and without somatic activation of a dominant negative *Trp53* allele to identify genes driving OS [15]. They found 232 transposon integration sites associated with OS development and 43 sites associated with metastasis [15].

In this study, we utilized a single insertion transposon, *piggyBac*, with a background of both *Trp53* and *Rb1* loss. One of the most frequent insertions identified disrupted the gene *Arid1a* (AT-rich interactive domain-containing protein 1 A). *Arid1a* is the most frequently mutated subunit of the canonical BAF (BRG1/BRM and Associated Factors) chromatin remodeling complex (mammalian homolog of SWI/SNF) [16,17]. Inactivating mutations in this gene have been found in a broad range of human cancers bearing mutation prevalence ranging from 29% to 60% [18,19,20,21]. However, the role of *Arid1a* mutations in human cancers is still a topic of debate. While several studies have linked *Arid1a* loss to a worse prognosis in various cancers, such as ovarian, endometrial, colon, and gastric cancer, some studies suggest that the overexpression of *Arid1a* may also play a role in oncogenesis [20,22,23,24,25,26]. This indicates that *Arid1a* plays a context- and tissue-dependent role in carcinogenesis.

In OS, *Arid1a* has been found to exhibit a tumor-suppressive function both in cell lines and human samples, where its loss associates with a worse prognosis [21,27]. Our in vitro experiments confirmed these findings that *Arid1a* loss resulted in a more proliferative and chemoresistant phenotype. Similarly, our murine osteosarcomagenesis experiments revealed that *Arid1a* loss prompts rapid tumorigenesis and more consistent progression to metastasis. Our transcriptional analysis demonstrated that *Arid1a* loss significantly dysregulated the expression of genes that are essential for maintaining genome stability pathways such as non-homologous end-joining (NHEJ), homologous recombination (HR), and nuclear excision repair (NER) pathways. As an integral member of the cBAF complex, *Arid1a* plays a critical role in maintaining genomic integrity by regulating DNA damage repair pathways [23,28,29,30]. Consequently, the loss of *Arid1a* leads to significant dysregulation in GI observed in various cancers, including OS [18,24,28,30,31]. GI, characterized by frequent mutations and chromosomal aberrations, is one of fourteen hallmarks of cancer and portends a worse prognosis, depending on the cancer context [32,33,34,35,36]. Several studies have established an association between dysfunctional DDR pathways in cancers with *Arid1a* mutations [18,37]. We hypothesize that *Arid1a* plays a critical role in aggressive OS by manipulating genome stability pathways. As such, it is important to further investigate this phenomenon to gain a better understanding of its implications.

## 2. Materials and Methods

### 2.1. Transposon Constructs for Forward Genetic Screening

The cDNA for the mouse codon-optimized piggyBac transposase, along with the sequence for the ERT2 domain, were obtained from Dr. Sen Wu. Previous evaluations have demonstrated its efficacy in controlling piggyBac transposase activity in vitro. The two unique transposable elements have been designed as modifications to the existing *piggyBac* transposable elements available in the laboratory. These modifications incorporate key features from the *T2/Onc3* transposable elements used in conjunction with *Sleeping Beauty*, as provided by our collaborator, Adam Dupuy. Each of the modified elements was included as an epitope tag downstream of the splice acceptor site. In *PBonc1*, the epitope tag was the c-Myc epitope. Both codons were optimized for the mouse and positioned consecutively in all three reading frames. This arrangement ensured that each frame terminated with the epitope tag, immediately followed by a stop codon, facilitating the shift to the next frame’s epitope tag. In *PBonc2*, the epitope tag used was hemagglutinin (HA), similarly positioned in all three possible reading frames. Additionally, each transposable element was equipped with unique sequencing primer sites located near its ends (Supplemental Figure S1a).

### 2.2. Animal Model Used in the piggyBac Mutagenesis System

Breeding mouse colonies with conditional alleles of *Rb1* and *Trp53* were established, and these two strains were crossed to breed homozygous alleles for both. Genotyping for the floxed alleles was performed by PCR with the tail or ear tissue-derived DNA following IACUC-approved procurement protocols. In total, 38 mice were generated that were homozygous for floxed *Trp53* and *Rb1* in the presence of the *Osterix-CreERT2* transgene and heterozygous for a novel piggyBacERT2 knocked into the *Rosa26* locus. All mice received tamoxifen via IP injection at the time of weaning and one week later to ensure activation of the *piggyBac* transposase after its expression had been enabled by tissue-specific, tamoxifen-inducible Cre-mediated excision of the floxed stop cassette preceding it. A total of 88 tumors were harvested from 38 mice, and each skeletal tumor was divided into two specimens, the first prepared for histologic analysis and the second for genetic analysis. The first tumor specimen intended for histologic analysis was fixed, decalcified, sectioned, and stained with H&E for histopathologic confirmation of the diagnosis.

### 2.3. Splinkerette PCR and CIS Analysis

The method of splinkerette PCR was applied to locate the insertional mutation in the mouse genome, following the published protocol [38]. Following restriction enzyme Sau3a1 digestion of tumor genomic DNA, the *PBonc* transposon IR/DR nearby was cut into fragments with its neighboring region in genomic DNA with an overhang of “gatc”. The fragments were then ligated on both ends with the splinkerette adaptor pairs, incorporating a hairpin structure.

Following the splinkerette adaptor ligation, fragments were digested with the restriction enzyme EcoRV to eliminate the splinkerette adaptor ligated with the transposon end. The first round of PCR was performed with one primer recognizing the splinkerette adaptor long strand and another primer recognizing the left part of the transposon IR/DR sequence (forward primer: PB-N Splink 1: 5′-AGTAACCGTTGCTAGGAGAGA-3′; reverse primer: PB-R YW-SP-1: 5′-CGTCAATTTTACGCATGATTATC-3′). The second round was performed as nested PCR with the splinkerette-PCR primer incorporated with specifically designed ‘barcode’ sequences corresponding to different samples. Ion Torrent DNA sequencing was adopted for the sequencing of PCR products (A adapter with barcode: 5′-CCATCTCATCCCTGCGTGTCTCCGACTCAGXXXXXXXXXXGCTGAATGAGACTGGTGT, P1 adapter: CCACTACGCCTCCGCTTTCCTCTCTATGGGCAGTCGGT-GATAACGTACGTCACAATATGAT). The transposon of *PBonc* insertion sites in the genome was determined by BLAST with the sample-specific sequencing data and the CIS among different samples were analyzed to detect the most frequent CIS in the genome.

### 2.4. Human OS Cell Lines and Cell Culture

The two osteosarcoma cell lines (SJSA-1 and U2OS) used in this study were purchased from the American Type Culture Collection biobank (ATCC; Rockville, MD, USA). Cells were cultured and maintained in our lab at 37 °C in a humidified 5% CO_2_ incubator, with culture medium, RPMI 1640 (Caisson Labs, Smithfield, UT, USA) supplemented with 10% FBS (Atlanta biologicals, Flowery Branch, GA, USA) and with 1% penicillin and streptomycin (Atlanta biologicals, Flowery Branch, GA, USA). Cells were split using trypsin-EDTA 1:3 to 1:10, depending on their growth rate, two to three times per week.

### 2.5. Arid1a CRISPR/cas9 Knockout

*Arid1a* knockout was performed via the CRISPR/Cas9 technique using specific sgRNA targeting *Arid1a* in U2OS and SJSA-1 cells. The control CRISPR/Cas9 and GFP fusion protein expression vector (sc-418922; Santa Cruz Biotechnology, Dallas, TX, USA) was used for cloning. The transformation was performed following the One-Shot MAX Efficiency DH5α-T1R Competent Cells (Invitrogen, Waltham, MA, USA, 12297-016) protocol. Transformed plasmids were then isolated and purified using ZymoPURE—Express Plasmid Midiprep Kit (Zymo Research, Tustin, CA, USA) following the manufacturer’s protocol. Purified plasmid DNA concentrations were determined by Qubit 3.0 fluorometer (Invitrogen, Waltham, MA, USA).

The third coding exon of *Arid1a* was selected for guide RNA design; the sgRNA used was GCCTGCTGGGAGAGCGTCGA (Integrated DNA Technologies, Coralville, IA, USA). Transfections were performed with jetPRIME transfection reagent (Polyplus, Illkirch, France) following the manufacturer’s protocol. Briefly, cells were seeded in a six-well plate at the quantity of 1 × 10^5^ cells per 2 mL of serum-containing medium (optimized following jetPRIME protocol). When the cells reached 80–90% confluence, they were transfected with different concentrations of control/Cas9 and Cas9/GFP plasmids (2 μg DNA/well) as per the manufacturer’s instructions and incubated for 24–48 h. Cells were washed with PBS and replaced with serum-containing medium. Transfection efficiency was measured by fluorescence microscope (EVOS-FL; Thermo Fisher Scientific, Waltham, MA, USA), and the wells with higher GFP expressed cells were transfected with sgRNA and incubated. In both cases, cells were starved of the medium for better transfection efficiency. *Arid1a* knockout efficacy was measured by RT-PCR in triplicates.

### 2.6. RT-qPCR

Reverse transcriptase quantitative polymerase chain reaction (RT-PCR) was performed on samples obtained from both metastatic and non-metastatic models. RNA was extracted from samples using a Quick-RNA MiniPrep Plus kit (Zymo, Dustin, CA, USA, R1058) and cDNA was made using Qscript cDNA Supermix (Quantabio, Beverly, MA, USA, 95048). The primers used were as follows: (human) forward—GCAGGGATATCTTACCTGCG, reverse—GGCTCAGTCTCCTTACCAGC; (mouse) forward—TGGGCAAGATGAGACCTCAG, reverse—TCTGCTGTGCATAAGAGAGGC. cDNA was amplified and measured using the Eppendorf Mastercycler Realplex2 (Eppendorf, Hamburg, Germany). Data were analyzed using a delta CT calculation.

### 2.7. Animal Models Used for Conditional Deletion of Arid1a

All procedures were approved by the Idaho State University Institutional Animal Care and Use Committee protocol 757 and 775. Mice bearing LoxP-flanked conditional alleles of *Rb1*, *Trp53*, and *Arid1a* were obtained from Jackson Laboratories. *OsxCreERT2* animals were previously described [39,40,41]. All animals were genotyped using published protocols. Tamoxifen was administered at 1 month of age by injecting a solution of tamoxifen at a concentration of 20 mg/mL intraperitoneally at a dose of 400 μg of tamoxifen per gram of mouse.

### 2.8. Real-Time Growth/Proliferation Assay

First, 1 × 10^5^ cells/mL of SJSA-1 and U2-OS cells were stained with NucBlue Live Ready Probes reagent (Thermo Fisher, Scientific, Waltham, MA, USA, R37605) (2 drops/mL of medium) and plated in a 96-well plate. After that, cells were incubated in the Image Express Pico set for live-cell counting (10× objective) to take images at one-hour intervals for 48 h. During image acquisition, automated image analysis (cell number, individual cell area, and area covered by cells) was performed. Dead cells were identified based on size and shape and excluded from the analysis of healthy cells.

### 2.9. Scratch Migration Assay

SJSA-1 and U2-OS cells were seeded in a 96-well plate at a concentration of 1 × 10^5^ cells/mL and incubated until they reached >90% confluence. We made a scratch using a multichannel pipette (300 μL) and washed the detached cells away using 1X PBS. Immediately after the PBS wash, we re-fed the cells with the medium containing the staining solutions. We left them to grow in the Image Express Pico set for live-cell counting to take images at one-hour intervals for 24 h. The cells were stained with a 100 μL solution of 1 μM CellTrace Calcein green (Thermo Fisher Scientific, Waltham, MA, USA, C348520) and NucBlue Live ReadyProbes (Thermo Fisher Scientific, Waltham, MA, USA, R37605) reagent. Wound areas were measured from the acquired images using the ImageJ wound healing assay plugin [42]. Wound healing assay tools detect the wounded area (region of interest) and quantify total area, scratch width, wound closure (percent), and standard deviation of scratch width (in pixels). Briefly, size-selected images were analyzed under the same variance and threshold values across all the images.

### 2.10. MTT Assay

The MTT (3-[4,5-dimethylthiazol-2-yl]-2,5-diphenyltetrazolium bromide) assay was performed to determine the effects of *Arid1a* loss on chemosensitivity in the osteosarcoma cell lines (U2OS and SJSA-1). Briefly, replicates of both the cell lines (control and knockouts) were seeded into 96-well plates at a density of 10,000 cells/well (in 100 μL RPMI medium). After 24 h of incubation, the cells were treated with different concentrations of doxorubicin for 3 days. Afterward, 10 μL of MTT (5 mg/mL; Sigma-Aldrich, St. Louis, MO, USA) was added to each well, and the cells were incubated for 2.5 h (at 37 °C in a humidified 5% CO_2_ atmosphere). Finally, the resulting formazan product was dissolved with 100 μL of MTT solubilization buffer/acid isopropanol and the absorbance was read at a wavelength of 570 nm on the Varioskan LUX multimode microplate reader (Thermo Fisher Scientific, Waltham, MA, USA, VL0000D0) for each plate. The dose–response curves were fitted using GraphPad Prism (GraphPad Software, La Jolla, CA, USA, version Prism 9.4.1).

### 2.11. Immunohistochemistry and Histology

Mouse tissues were fixed in 4% paraformaldehyde overnight and embedded in paraffin. Paraffin-embedded tissues were stained by immunohistochemistry by rehydrating slides through a Citrisolv and ethanol dilution wash. Hematoxylin and eosin staining were performed as previously described [43].

### 2.12. Imaging Techniques

The EVOS Fluorescence Microscope (Thermo Fisher Scientific, Waltham, MA, USA, AMF4300s) was used to acquire high-resolution images at various magnifications for our in vitro assays. Micro-CT imaging has been performed using the nanoScan SPECT/CT system to generate high-resolution whole-body images of mice at the Center for Quantitative Cancer Imaging (CQCI) at Huntsman Cancer Institute (HCI). Acquired images have been further processed to investigate tumorigenesis using ImageJ (Fiji) software (version 1.54c).

### 2.13. Transcriptome Analysis

Total RNA was isolated with the RNeasy mini kit (QIAGEN, Germantown, MD, USA). For transcriptome sequencing, RNA was prepared using the Illumina TruSeq RNA kit (Illumina, San Diego, CA, USA), checked with the Bioanalyzer RNA 6000 chip (Agilent Technologies, Santa Clara, CA, USA), captured using the RiboZero method (Illumina, San Diego, CA, USA), and 50-cycle end-read sequenced on an Illumina HiSeq 2000. Reference FASTA files were generated by combining the chromosome sequences from mm10 with splice junction sequences generated by USeq (v8.8.8) MakeTranscriptome using Ensembl transcript models (build 74). Reads were aligned with Novoalign (v2.08.01), allowing up to 50 alignments per read. USeq’s SamTranscriptomeParser was used to select the best alignment for each, and the coordinates of reads aligning to splices were converted back to genomic space. Differential gene expression was measured using USeq Defined Region Differential Seq, which counts the number of reads aligned to each gene and then calls DESeq2 (v1.26.0) using default settings. The Ingenuity Pathway Analysis (IPA) suite (QIAGEN, Germantown, MD, USA) was used to identify pathways associated with gene clusters.

### 2.14. Statistics and Analysis

Most statistical analyses were performed using GraphPad Prism 9.4.1 (GraphPad Software, La Jolla, CA, USA). Alternatively, programs within Microsoft Excel were used to analyze and generate graphical data. ANOVA was used before making individual comparisons among a group of samples with different experimental conditions. Two-tailed t-tests were used to compare means of samples and a threshold for significance was set at *p*-value < 0.05. Survival analyses were performed using Kaplan–Meier survival analysis and the log-rank test was utilized to compare survival curves between groups for statistical significance. A comparison of the percentages of metastasis and non-metastasis was performed by Fisher’s exact test with a 2 × 2 contingency table of metastasis and non-metastasis and *Arid1a* KO and *Arid1a* WT. To evaluate the statistical significance of the chemosensitivity in the MTT assay, we performed an ANOVA combined with linear regression called an ANCOVA. This allowed us to examine the influence of the concentration of doxorubicin on cell viability while removing the effect of changing the drug concentration. To compensate for multiple hypothesis testing with our genomics data, we used FDR/Benjamini–Hochberg corrections to calculate the adjusted *p*-value.

## 3. Results

### 3.1. Forward Genetic Screen Identifies Genetic Players of Osteosarcomagenesis

The *piggyBac* transposon-mediated insertional mutagenesis was employed to delineate the critical mutations necessary for the transformation of becoming metastatic that is observed in some human OS. The piggyBac design included bidirectional splice acceptors followed by triple-frame epitope tags and poly-adenylation signals as well as a strong promoter and splice donor site in the middle of each that allow for the discovery of oncogenes and tumor suppressors (Supplemental Figure S1a). In vitro induction of harvested mouse fibroblast cells demonstrated the combinatorial activation of *piggyBac* via the presence of luciferase activity (Supplemental Figure S1b).

As noted earlier, the most common genetic mutations associated with human OS are loss-of-function mutations in *TP53* and *RB1*. Littermate cohorts of mice—all homozygous for *Trp53^fl/fl^*, *Rb1^fl/fl^*, and bearing the *Osterix-Cre^ERT2^* transgene—were either heterozygous for the novel *PBOnc* allele knocked into the *Rosa26* locus, or wildtype at that locus. All mice received intraperitoneal (IP) injections of tamoxifen (400 μg/g) at the time of weaning and one week later. Cre-mediated, tissue-specific, tamoxifen-inducible excision of the floxed stop cassette prompted conditional inactivation of both alleles of *Trp53* and *Rb1* as well as the expression of the transposase (Figure 1a).

The second administration of tamoxifen ensured nuclear localization and activity of the *piggyBac^ERT2^* transposase, which moved the two transposable elements to traceable locations. In total, 88 tumors from these cohorts were harvested for further histopathologic and genetic analysis. H&E histopathologic staining analysis of the cross-sections of tumors from both groups confirmed osteosarcoma-like appearances (Figure 1b).

The Kaplan–Meier survival study revealed that the mice with the mutagenic insertion of *piggyBac* showed a 5-month survival disadvantage compared to the *Trp53^fl/fl^; Rb1^fl/fl^; OsxCre^ERT2^* mouse cohort (*p*-value < 0.0001) (Figure 1c).

Splinkerette PCR analysis with Ion Torrent DNA sequencing was used following a published protocol for the detection of transposon insertion sites in the mouse genome [38]. The various transposon insertion sites were analyzed to detect the most frequent across the genome. *Arid1a* was among the top genes disrupted by transposon insertion (Supplemental Table S1) and was selected for additional pursuit as a potential contributor to osteosarcomagenesis.

### 3.2. Arid1a Loss Enhances Osteosarcomagenesis in Mice Leading to Poor Survival and a Higher Rate of Metastases

To validate the *piggyBac* screen and examine the impact of *Arid1a* loss on osteosarcomagenesis, we engineered murine models of OS with and without conditional loss of *Arid1a*. Mice with the baseline mutation of *Trp53^fl/fl^; Rb1^fl/fl^; OsxCre^ERT2+/−^* were crossed with *Arid1a^fl/fl^* mice (obtained from Jackson Labs) to generate three different littermate-controlled cohorts of wildtype (*Arid1a^wt/wt^*), homozygous (*Arid1a^fl/fl^*), and heterozygous (*Arid1a^fl/wt^*) alleles. The genotypes were confirmed using PCR to test for the insertion of the floxed allele. After confirming the correct inheritance of the *OsxCre^ERT2^* transgene, mice at the age of 4 weeks received 400 μg/g IP injection of tamoxifen to initiate Cre-mediated recombination and were monitored for any apparent tumorigenesis. Mice survival and overall tumor and metastatic burden were evaluated as a measure of an aggressive phenotype. Any morbid mice were humanely euthanized for further evaluation of primary and metastatic tumors.

Phenotypic evaluation of osteosarcomagenesis revealed a 61% penetrance in the mice with the *Arid1a^wt/wt^* allele, while it was 100% in the homozygous and 91% in the heterozygous knockout mice. We analyzed a total of 142 wildtypes, 41 homozygous, and 22 heterozygous mice. Upon histological evaluation of the resected tumors from mice with homozygous and heterozygous loss of *Arid1a*, there was classical evidence of osteosarcoma with the presence of an osteoid matrix. Most samples exhibited hypercellularity containing spindle cell tumor cells with classic pleomorphic nuclei (Figure 2a).

To confirm the absence of *Arid1a* expression in the *Arid1a^fl/fl^* mice, reverse transcription PCR was performed on extracted RNA samples from tumors. There was a significant decrease in the expression level of *Arid1a* in the *Arid1a^fl/fl^ and Arid1a^fl/wt^* mouse cohorts (Figure 2b).

The proportion of metastatic tumors in the *Arid1a* wildtype mice with a primary tumor was 0% (n = 86); for the *Arid1a* homozygous KO mice, it was 41% (n = 41); and for the heterozygous KO mice, it was 55% (n = 20). Fisher’s exact test evaluated the statistical significance of metastatic burden between *Arid1a* wildtype and combined knockout cohorts (*p*-value < 0.00001) (Figure 2c).

To evaluate mice survival, we performed Kaplan–Meier survival analysis on *Arid1a* wildtype (n = 142), *Arid1a^fl/fl^* (n = 41), and *Arid1a^fl/wt^* (n = 22) mice. A significant decrease in survival was observed in mice with either a heterozygous or homozygous loss of *Arid1a*. The median overall survival in the *Arid1a^fl/fl^*, *Arid1a^fl/wt^*, and *Arid1a^wt/wt^* mice was 7.8 months, 8.6 months, and 14.1 months, respectively *(p*-value < 0.0001) (Figure 2d).

Micro-CT imaging, along with gross necropsy, identified that the mice with heterozygous or homozygous deletion of *Arid1a* developed significantly higher numbers of tumors per mouse than the wildtype cohort. The common sites of tumorigenesis for the primary tumors were the spinal region, shoulders, ribs, hindlimbs, base of the tail, and jaws, and for the metastasized tumors, the liver and lungs (Figure 2e,f).

In the cohort of mice that were homozygous for loss of *Arid1a*, we observed 17 mice that died at a very young age (<3 months). Upon gross dissection, no tumors were found. We censored these mice, and they were not included in the survival analysis or the penetrance data. However, we suspect that microlesions in the spinal cord may have led to premature death or the need to be euthanized due to observations of hemiplegia in some mice. CT scans were performed on several younger mice to evaluate the presence of micro spinal lesions (Figure 2e); however, none were found in the small cohort analyzed by CT.

### 3.3. Transcriptomic Analysis Reveals Arid1a Loss Leads to a Genomically More Unstable Osteosarcoma Phenotype

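RNA was extracted from 16 mouse osteosarcomas, ribosomal RNA was removed, and the remaining RNA was sequenced. The authors aligned the reads to the mouse genome mm10, counted them on each gene and deposited these counts, without normalization, for 25054 genes. The mice carried conditional alleles of *Trp53* and *Rb1* and an inducible Cre that acts in cells expressing *Osterix*, and had been given 400 ug/g of tamoxifen at 1 month of age. The 8 tumors labeled KO also carried floxed *Arid1a* and came from 8 mice. By the animal codes in the sample labels, the 8 WT tumors came from 4 mice: 4 tumors from N42, 2 from N43, and 1 each from N215 and N25. The N25 tumor is labeled as lung. No paired analysis was possible because the groups share no mice. Between 1109487 and 15059640 counts were on genes in each KO tumor (median 5367670) and between 7806160 and 16962329 in each WT tumor (median 14828152). The log2 difference in total counts, KO minus WT, was −1.48 (two-sided exact permutation test, p = 0.00280, n = 8 and 8). The 20 most abundant genes took from 12.9% to 72.8% of the counts of a KO tumor (median 35.3%) and from 12.5% to 29.3% of those of a WT tumor. The tumors were compared with edgeR's two-sided quasi-likelihood test on counts normalized by its TMM method, over the 15413 genes that passed its filter on low counts, with Benjamini-Hochberg adjustment of the p-values. The biological coefficient of variation was 70.4%.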

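*Arid1a* lies on chromosome 4 of GRCm38, from 133679008 to 133756769. Counted over the whole gene, its count scaled to TMM-normalized library size (CPM) was 187 ± 57.5 (SD, n = 8) in the tumors labeled KO and 167 ± 31.8 (SD, n = 8) in WT, with a log2 fold change of 0.16 (standard error 0.22, edgeR adjusted p = 0.715). A two-sided exact permutation test of log2 CPM gave p = 0.547 with 8 tumors per group. The KO tumor with the fewest *Arid1a* CPM was Massa with 107, followed by Montana with 122, Zelda with 164, Oregon with 166, Ohio with 192, Medusa with 234, Prince with 237 and Grilka with 270. The WT tumors lay between 125 and 236 CPM. The values are one count per gene, so reads on the floxed exons cannot be told from reads on the other exons. By reverse transcription PCR, the paper found significantly less *Arid1a* in tumors of mice with floxed *Arid1a*. That assay reads the stretch between its primers, so it is an unlike measure. The log2 fold change of *Trp53* was 0.55 (standard error 0.24, edgeR adjusted p = 0.183) and that of *Rb1* was 0.22 (standard error 0.33, edgeR adjusted p = 0.734).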

To investigate the impact of *Arid1a* loss on the osteosarcoma transcriptome, we conducted RNA-sequencing on 16 tumors derived from the mouse models, consisting of eight *Arid1a^fl/fl^* knockout (KO) and eight wildtype (WT) samples. Differential gene expression analysis revealed 2154 genes exhibiting differential expression between the two cohorts, with 1320 genes upregulated and 834 genes downregulated (Figure 3a). 

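In edgeR's test, 618 genes had an adjusted p-value under 0.05 between the tumors labeled KO and WT. Of these genes, 287 were higher and 331 were lower in KO. At an unadjusted p-value under 0.05 there were 3546 genes. The count depended on the test tool, the choice of mice and the covariates. DESeq2 with default settings called 2517 genes, 1559 higher and 958 lower, and 612 of them were among the 618. When the counts were summed per mouse, 10 genes were past the threshold in edgeR, 7 of them among the 618, and without the 4 tumors of mouse N42 there were 8. With the ribosomal RNA content of the libraries as a covariate there were 7. Leaving out 1 tumor at a time gave from 252 genes, without the left shoulder tumor of N42, to 1348 genes, without the KO tumor Zelda. The KO and WT values of 64 genes did not overlap, and 58 of these genes were past the threshold. If all tumors were independent, chance would leave 0.0155% of genes without overlap, or 2.40 of those tested. With counts summed per mouse, 124 genes did not overlap between the 8 KO and 4 WT mice, where chance leaves 0.404%, or 62.3 genes. Of the 495 splits of the mice into 8 and 4, the real one included, 63 gave as many.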

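The Euclidean distance between tumors was computed from log2 CPM over all tested genes, with a prior count of 2. A WT tumor lay on average 140 from the other WT tumors, and a KO tumor lay 264 from the other KO tumors, a difference of −124 (two-sided exact permutation test of the distances to the group mean, p = 0.000311, n = 8 and 8). Tumors of 1 WT mouse lay 95.0 ± 16.5 apart (SD, 7 pairs), and WT tumors of different mice lay 155 ± 33.1 apart (SD, 21 pairs). Pairs that joined a tumor of N42 with a tumor of N43 were 116 ± 11.8 apart (SD, 8 pairs), and pairs that involved N215 or N25 were 180 ± 9.37 apart (SD, 13 pairs). The KO tumors all came from different mice and lay 264 ± 58.8 apart (SD, 28 pairs). With the counts of each mouse summed, the mean distance was 178 among the 4 WT mice and 291 among the 8 KO mice (two-sided exact permutation test, p = 0.0182). The KO tumors Medusa and Ohio, in which no list of another tissue was raised, lay 151 apart. In the other KO tumors the raised lists took very different shares of the counts, from 20.4% for salivary gland in Prince and 11.2% and 9.50% for skeletal muscle in Oregon and Montana to 0.603% for lung in Massa, 0.351% for liver in Zelda and 0.0532% for salivary gland in Grilka. Grilka lay at least 221 from every other KO tumor.

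**Figure D1:**
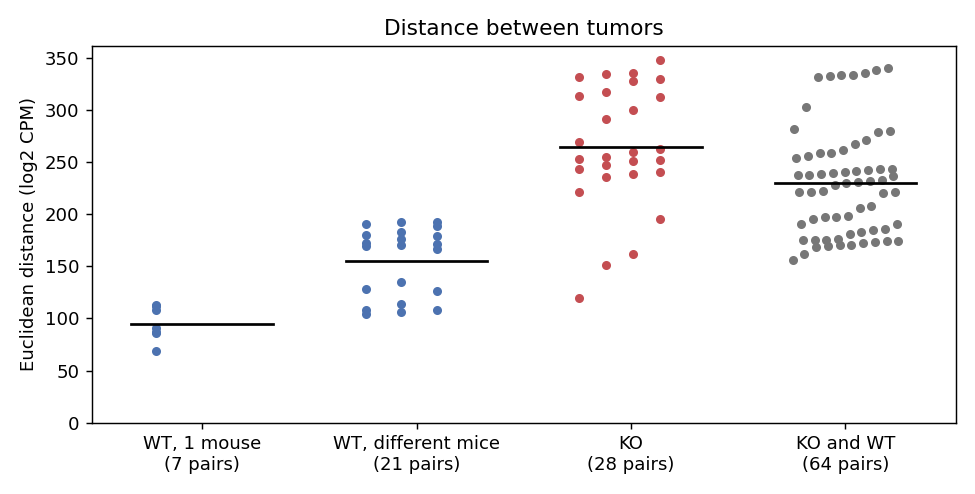
Euclidean distance in log2 CPM between each pair of tumors, on the vertical axis, for WT pairs from 1 mouse, WT pairs from different mice, KO pairs and pairs of a KO and a WT tumor. Points are pairs and lines are means, and the mean is 95.0 for WT pairs from 1 mouse and 264 for KO pairs.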

Hierarchical cluster analysis demonstrated that the *Arid1a* WT tumors formed a tightly clustered group, while the KO tumors displayed more significant heterogeneity. There were two *Arid1a* WT mice with tumors with similar downregulated genes as other WT tumors; however, the upregulated genes normally seen in the WT tumors were absent, thus resembling the KO tumors and hence the intermixing of these two samples with the KO samples (Figure 3b). 

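The WT tumors that lay farthest from the other WT tumors were the right hind limb tumor of mouse N215 and the lung tumor of mouse N25. Each tumor was placed on a scale from 0, the mean of the KO tumors, to 1, the mean of the WT tumors, over genes called without that tumor's mouse. Over the genes higher in WT, the N215 tumor was at 0.29 (425 genes) and the N25 tumor at 0.41 (447 genes). Over the genes higher in KO they were at 0.38 (469 genes) and 0.49 (444 genes). The other 6 WT tumors lay between 0.83 and 1.13 on these scales, but on fewer genes. The N43 tumors were placed on 86 genes higher in WT and 39 higher in KO, and the N42 tumors on 3 and 4. Among the KO tumors, Zelda was at 0.77 over the genes higher in WT and at 0.80 over those higher in KO, and Massa was at 0.17 and 0.94. With the tree of all tested genes divided into 6 clusters, the N215 tumor fell with the KO tumors Medusa and Ohio, and Zelda fell with the other 7 WT tumors.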

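Processed pseudogenes, which are copies of a gene's transcript, lead the list of genes by p-value, with 9 among the 50 smallest. *Rps3a3*, annotated as a processed pseudogene on chromosome 13 from 108670603 to 108671397, had 139 ± 63.9 CPM (SD, n = 8) in KO and 0.798 ± 0.171 CPM (SD, n = 8) in WT. Its log2 fold change was 7.42 (standard error 0.37, edgeR adjusted p = 2.72e-09). *Gm15459*, a processed pseudogene on chromosome 5 from 5781615 to 5783555, had a log2 fold change of −4.35 (standard error 0.30, edgeR adjusted p = 3.02e-07). The reads of both can also be assigned to their parent genes. The sum of *Gm15459* and its parent *Hspa8* differed by 0.02 on the log2 scale (two-sided exact permutation test, p = 0.873, n = 8 and 8). For *Rps3a3*, *Rps3a2* and their parent *Rps3a1* the sum differed by −0.34 (two-sided exact permutation test, p = 0.192, n = 8 and 8). Pseudogenes held 33.4% to 52.8% of this sum in KO and 0.507% to 0.662% in WT, and *Rps3a1* had a log2 fold change of −1.06. Higher expression of *Rps3a3* therefore cannot be told apart from a different assignment of reads within this family. The log2 fold change was 3.71 for *Gm10036*, 3.46 for *Rps3a2*, 4.51 for *Ndufs5-ps* and 3.37 for *Gm7292*. *Gm45315*, at or below 3 counts in every WT tumor, was at least 24.9-fold higher in KO. *Mir6236*, which varied with the ribosomal RNA content of the libraries, had a log2 fold change of 7.73 (edgeR adjusted p = 0.0118). *Gm4737* had too few counts to be tested in edgeR. Among genes lower in KO, *Dkk3* on chromosome 7, from 112116017 to 112159057, fell from 70.7 ± 24.7 CPM in WT to 8.65 ± 4.58 CPM in KO (SD, n = 8 each), a log2 fold change of −3.13 (standard error 0.34, edgeR adjusted p = 7.57e-05). The log2 fold change of *Fstl1* was −2.67 and that of *Gm4735* was −5.26, with edgeR adjusted p-values of 0.00201 and 0.00299. Over the alternatives run, the highest adjusted p was 0.000122 for *Rps3a3*, 0.0317 for *Dkk3*, 0.218 for *Fstl1* and 0.216 for *Gm4735*. The rule for named genes adds *Tgfbi* and *Tcea1-ps1*, with log2 fold changes of −1.75 and −2.90, and *Gm9008*, which was at least 1.57-fold lower in KO.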

The volcano plot highlighted the most significantly differentially expressed genes between the cohorts (Figure 3c).

To gain further insights into the molecular pathways affected by *Arid1a* loss, we incorporated Ingenuity Pathway Analysis (IPA) and ClaraT mRNA profiling on these differential gene expressions between the two cohorts. ClaraT is an unbiased analysis of DEGs (differentially expressed genes) based on the overall expression patterns of 92 gene signatures across the 10 hallmarks of cancer. For example, in the cohort heatmap in Supplemental Figure S2, the samples are grouped based on their *Arid1a* status into 10 clusters based on correlated gene expression signatures (Spearman rank correlation coefficient ≥ 0.8). Samples were re-clustered independently of their *Arid1a* status, allowing for an unbiased grouping solely based on gene expression similarities and the hallmarks of cancer. ClaraT revealed a correlation in gene expression hallmarks in the genomic instability and EMT regulation pathways that could explain the differences between *Arid1a* WT and KO tumors (Figure 4a). The clustering in Figure 4a demonstrated three similar cohorts even though there were two genetically distinct cohorts based on their *Arid1a* status. Interestingly, the *Arid1a* KO tumors were lower for EMT markers and high for genomic instability. 

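Of 36 mesenchymal genes, 31 were lower and 5 were higher in the tumors labeled KO, with a median log2 fold change of −1.45. Across all genes tested, 8 were past the threshold in edgeR, all lower, and 18 were when adjusted over the list alone. The 3 most abundant of these genes were not past the threshold, with log2 fold changes of −1.27 for *Col1a1*, −1.46 for *Col1a2* and −2.13 for *Sparc* (edgeR adjusted p = 0.472, 0.354 and 0.0881). The two-sided camera test of limma, with a preset correlation of 0.01 between genes, gave p = 1.27e-10, and an exact permutation test of the list's mean score gave p = 0.00373. Both tests treat WT tumors of the same mouse as independent. The WT tumors of N215 and N25 scored 0.17 and −0.35, below the KO tumors Medusa with 0.30 and Grilka with 0.31. Adjusted over the 17 lists tested, limma's camera gave an adjusted p of 7.21e-10, limma's fry 0.00627 and camera with the correlation estimated from the data 0.260. Over the 17 lists, 7 were past the threshold with camera, 4 with fry, 4 with the permutation of scores and 0 with the estimated correlation, where 3 had an unadjusted p-value under 0.05. The 4 under fry were the mesenchymal, macrophage, tRNA charging and named DNA repair lists. Between the 2 KO tumors without raised genes of another tissue and WT, the median was −0.85. Of the CIN25 signature, 25 genes whose expression follows chromosomal instability, 17 were higher and 8 lower in KO, with a median log2 fold change of 0.11 (limma's camera, adjusted p = 0.579; exact permutation test of the score, p = 0.449). The mean score of the list ran from −1.31 to −0.97 in Massa, Montana, Prince and Oregon. It ran from 0.52 to 0.98 in the other KO tumors and from −0.40 to 0.87 in WT. No CIN25 gene was past the threshold, and 1 was at an unadjusted p-value under 0.05. The median was negative under several alternatives, among them limma-voom with −0.32 and 6 of the 16 fits without 1 tumor, where it ranged from −0.19 without Medusa to 0.59 without N215.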

The decrease in mesenchymal markers in the *Arid1a* KO cohort could be correlated to dedifferentiated tumors that are becoming more stem-like. The observed clustering and differential expression patterns highlight the inter- and intratumor heterogeneity between *Arid1a* WT and *Arid1a* KO samples, elucidating the role of *Arid1a* in modulating gene expression. 

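In the principal component analysis of the 500 genes with the most variable log2 CPM, the first component held 37.8% of the variance, the second 27.6% and the third 10.3%. On the first component the SD was 54.2 among the KO tumors and 26.1 among the WT tumors. The groups did not separate on it (two-sided exact permutation test, p = 0.493, n = 8 and 8), nor on the second (p = 0.0656), and they differed on the third (p = 0.00497). *Mir6236* and *Gm23935*, which follow the ribosomal RNA content of the libraries, are among the 4 genes with the highest weights on the third component, which had r = −0.75 with log2 normalized library size across the 16 tumors. Across the 16 tumors the first component followed a score of 16 skeletal muscle genes with r = 0.99, and all 16 are among the 500 genes. The KO tumors Montana and Oregon had the highest scores. The second component had r = −0.96 with a score of osteoblast genes, of which 9 are among the 500 genes. It also had r = −0.84 with the mesenchymal score, −0.80 with the macrophage score and 0.77 with the epithelial score.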

The heterogenous distribution of *Arid1a* knockout samples was also evident from our Principal Component Analysis of RNA-seq data (Figure 4b).

IPA of the DEG identified several enriched canonical pathways. A total of 65 pathways were associated with the DEG (*p*-value < 0.05), and the top 20 pathways with their Z-scores and gene counts are shown in Figure 4c.

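Among the genes that Supplemental Table S2 lists for each pathway, all past the threshold with DESeq2, 19 of the pathway of epithelial-mesenchymal transition in development were tested in edgeR. Of these, 15 were lower and 4 higher in KO, with a median log2 fold change of −1.84, and 7 were past the threshold. For the role of osteoblasts, osteoclasts and chondrocytes in rheumatoid arthritis, 26 of 31 genes were lower and 10 were past the threshold, all lower. The study chose these genes on the same tumors, so their directions are not independent evidence. In a separate list of osteoblast genes, 17 were tested, 11 were lower and 6 higher in KO, and the median log2 fold change was −0.77 (limma's camera, adjusted p = 0.00406, and fry, adjusted p = 0.246; exact permutation test of the score, p = 0.0858). None was past the threshold over all genes, 6 were at an unadjusted p-value under 0.05, and 6 were past it when adjusted over the list alone. The most abundant of them, *Spp1*, had a log2 fold change of −2.95 (edgeR adjusted p = 0.0826). The list's median was 0.33 without the tumors of mouse N42, and −0.01 between WT and the 2 KO tumors without raised genes of another tissue.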

Notably, our findings revealed significant inhibitions in pathways associated with differentiation and epithelial-to-mesenchymal-transition (EMT). 

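Of the 25 tested genes that Supplemental Table S2 gives for ovarian cancer signaling, 13 were higher and 12 lower in KO. In edgeR, 1 of the higher and 6 of the lower genes were past the threshold, and the median log2 fold change was 0.64. These counts do not use the activation direction that the pathway database assigns to each gene.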

Intriguingly, the ovarian cancer signaling pathway (*p*-value = 0.0001, Z-score = 1) stood out as prominently activated (Figure 4c). *Arid1a* mutations have been extensively studied in ovarian cancers and are recognized as drivers of oncogenesis, which also explains the activation status of ovarian cancer signaling in our IPA analysis [44]. 

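The copy of Supplemental Table S2 used here holds 19 pathways. All 7 tested genes of the complement system were lower in KO and past the threshold, with a median log2 fold change of −2.39. All 10 tested genes of the inhibition of matrix metalloproteases were lower, and 7 were past the threshold. The 5 tested genes of tRNA charging were higher, with 1 past the threshold. In a list of 10 tested tRNA synthetase genes, all 10 were higher in KO, with a median log2 fold change of 0.95 (limma's camera, adjusted p = 3.54e-08, and exact permutation test of the score, p = 0.00218). In edgeR 3 of them were past the threshold, and 10 were when adjusted over the list alone. DESeq2 called all 10. The pathway also holds 10 genes in Supplemental Table S2, so this list may be the same genes. Its p-values are then not independent evidence, since the study chose those genes on the same tumors. One of these genes, *Lars2*, had a log2 fold change of 5.72 (edgeR adjusted p = 0.0178) and varied with the ribosomal RNA content of the libraries.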

Supplemental Table S2 provides a comprehensive list of individual genes enriched in each of these pathways.

IPA also revealed 746 enriched upstream regulators including transcription factors, chemical agents, biological drugs, cytokines, kinases, and non-coding RNAs with a *p*-value < 0.05. The top 50 significant upstream regulators and their target molecules in the dataset are summarized in Supplemental Table S3. Notably, the analysis identified *BHLHE40*, *NPM1, HIF1a,* and *TCL1A* as inhibitory transcription regulators and *PPARGC1A*, *MYCN*, *MYC*, *ING1,* and *RUNX3* as activating signals, displaying the highest activation Z-scores and lowest *p*-values (Figure 4d). In addition to these coding genes, upstream regulator analysis identified several miRNAs with a *p*-value < 0.05, including well-known oncogenic miRNAs and tumor suppressor miRNAs such as miR-17, miR-29, miR-32, miR-143, miR-200, and let-7, which have previously been implicated in OS [45,46,47]. A list of these significant miRNAs is provided in Supplemental Table S4.

Using the regulatory effects analysis algorithm within IPA, we investigated the potential connection between the upstream regulators and downstream biology. The regulatory effects that most closely resemble DEG upon *Arid1a* deletion were the activation of myeloid cells, cell movement of myeloid cells, cell movement of phagocytes, inflammatory response, and the phosphorylation of protein. Furthermore, our IPA analysis focusing on disease and cellular function with a threshold of −log_10_ (*p*-value) > 4 revealed the phenotypes wherein the *Arid1a* knockout demonstrated significant resemblance. These included cellular movement, immune-cell trafficking, inflammatory response, organismal death, and developmental disorders. 

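Expression of macrophage marker genes was lower in the tumors labeled KO. Of 19 macrophage genes tested, 18 were lower, with a median log2 fold change of −2.11, and 14 were past the threshold in edgeR, 16 when adjusted over the list alone (limma's camera, adjusted p = 2.28e-12, and fry, adjusted p = 0.000965). The mean score of the list was lower in all 8 KO tumors than the WT median (two-sided exact permutation test, p = 0.000466). This test treats WT tumors of the same mouse as independent. The WT tumors of N215 and N25 scored −0.047 and −0.189, below the KO tumor Zelda with 0.094. The other KO tumors scored −0.428 or lower. *Mrc1* had a log2 fold change of −2.33 and *Csf1r* of −2.03 (edgeR adjusted p = 0.00530 and 0.0164). Across 35 alternatives the adjusted p ranged from 1.26e-06 to 0.338 for *Mrc1*, past the threshold in 29, and from 0.000298 to 0.512 for *Csf1r*, past it in 28. Both were highest with 1 tumor per mouse. *Lyz2* had a log2 fold change of −0.99 (edgeR adjusted p = 0.414), and 1 tumor decided it, since without the KO tumor Massa it was −2.36 (adjusted p = 0.0129). Across the alternatives its adjusted p ranged from 0.0129 to 0.838. In Massa genes of lung were raised. All 5 tested genes of neutrophils and marrow were higher in KO, with a median log2 fold change of 1.23, but limma-voom gave −0.35, and none had an unadjusted p-value under 0.05.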

Overall, our transcriptomic data verified the phenotypic changes observed in the animal models of OS, indicating that knocking down *Arid1a* has an impact on preexisting genomic instability leading to more unstable and tumorigenic clusters with a greater potential to metastasize through the loss of mesenchymal markers.

### 3.4. Arid1a Loss Increases Genomic Instability by Disrupting Important Cell Repair Pathways

To further investigate the effect of *Arid1a* knockout on the cellular repair mechanisms, we analyzed the differential expression profile of 150 genes involved in the DNA damage repair pathways, using gene set enrichment analysis (GSEA). 

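A list of 178 mouse DNA repair genes was assembled by hand, since the paper's text does not name the 150 genes, and 177 were tested. Of these, 137 were higher and 40 lower in KO, with a median log2 fold change of 0.33 against 0.10 over all tested genes. In edgeR 4 were higher and 1 was lower past the threshold, and 3 were higher and 1 lower when adjusted over the list alone. DESeq2 called 19 higher and 1 lower. With limma's camera the list's adjusted p was 0.00708. It was 0.792 with fry and 0.802 with an estimated correlation, and an exact permutation test of the mean score gave p = 0.717. The enrichment test fgsea gave the list an unadjusted p of 2.85e-07, upward in KO. Between WT and the 2 KO tumors without raised genes of another tissue, chosen after the data were seen, the median was 0.77 and 26 of the 177 genes were lower. There fry gave p = 0.00120, with no exact permutation test. In these tumors the proliferation list had a median of 1.06, with 1 of 26 genes lower. A rise specific to DNA repair therefore cannot be told apart from one of proliferation.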

We observed significant differences in the expression of these genes in the *Arid1a* knockout group. Notably, several genes involved in DNA damage repair pathways exhibited statistically significant upregulation, such as *PARP1* (Poly [ADP-ribose] polymerase 1), *RECQL5* (RecQ protein-like 5), *ATRIP* (ATR interacting protein), *RAD23A* (RAD23 homolog A), *XRCC6* (X-ray repair cross-complementing protein 6, also known as Ku70), *NBN* (Nibrin), *ERCC2* (Excision repair cross-complementation group 2, also known as XPD), *RAD52* (RAD52 homolog), *MUS81* (MUS81 structure-specific endonuclease subunit), *POLL* (DNA polymerase lambda), *MLH1* (MutL homolog 1), *ERCC6* (Excision repair cross-complementation group 6, also known as CSB) and *XRCC5* (X-ray repair cross-complementing protein 5, also known as Ku80) (Figure 5a). These genes are involved in DNA damage arising from both double-strand breaks and single-strand damage, which is likely a result of an activated feedback loop due to the increased DNA damage.

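All 13 genes were higher in the tumors labeled KO, and 3 of them were past the threshold in edgeR. *Parp1*, on chromosome 1 from 180568924 to 180601254, had 93.7 ± 30.0 CPM in KO and 45.1 ± 9.94 CPM in WT (SD, n = 8 each), a log2 fold change of 1.06 (standard error 0.23, edgeR adjusted p = 0.0160), and was higher in 7 KO tumors than in every WT tumor. *Recql5*, on chromosome 11 from 115892595 to 115933477, had a log2 fold change of 0.87 (standard error 0.22, edgeR adjusted p = 0.0376), with all 8 KO tumors above all WT tumors. Of the 10 that were not past it, *Mus81* had a log2 fold change of 1.46, and the edgeR adjusted p of *Atrip* was 0.0555. With DESeq2, the 13 adjusted p-values ranged from 2.33e-05 to 0.0381. All 13 were past the threshold when adjusted over the list alone, which is not independent evidence, since the study chose the genes on these tumors. None was past the threshold in edgeR with counts summed per mouse, where 6 had an unadjusted p-value under 0.05. *Mutyh* and *Nmnat1*, also in Figure 5a, had log2 fold changes of 1.63 and 1.06 (edgeR adjusted p = 0.0431 and 0.0959). The paper proposes that expression of these repair genes rose through a feedback loop set off by more DNA damage.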

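The relation of *Dclre1c* to *Arid1a* was computed within each group from log2 CPM, since the level of *Dclre1c* differed between the groups. Among the 8 KO tumors Pearson's r was 0.32 (exact permutation p = 0.439) and Spearman's rho 0.14 (p = 0.752). Without Massa and Grilka, the tumors farthest from the median of *Arid1a*, r was 0.31 (exact permutation p = 0.554). With 1 KO tumor left out, r ranged from −0.19, without Massa, to 0.67, without Grilka. Among the 8 WT tumors, which come from 4 mice and are not all independent, r was −0.65 (exact permutation p = 0.0899) and rho −0.52 (p = 0.197). Without the N215 tumor and the right pelvis tumor of N42, r was −0.24 (exact permutation p = 0.679). With 1 WT tumor left out, r ranged from −0.88, without N25, to −0.41, without N215. With Benjamini-Hochberg adjustment over these 2 relations, the p-values of r were 0.439 and 0.180. On raw counts, which rise with the size of a library for both genes, r was 0.80 in KO (exact permutation p = 0.00848) and 0.61 in WT (exact permutation p = 0.116). Of the 177 DNA repair genes ranked by r with *Arid1a*, *Dclre1c* was at rank 105 in KO and at rank 171 in WT.

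**Figure D2:**
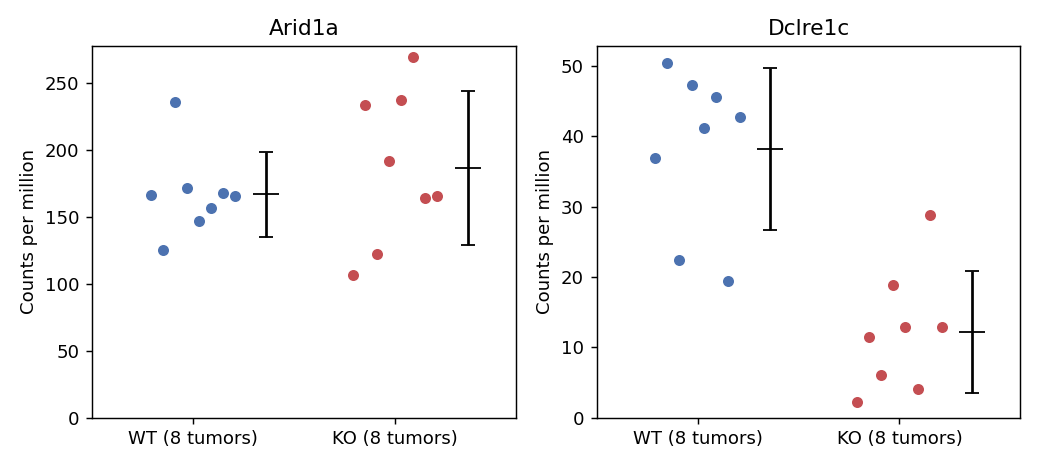
CPM of *Arid1a* (left) and *Dclre1c* (right) in each of the 8 WT and 8 KO tumors, with the mean and SD of each group beside the points. *Arid1a* lies between 107 and 270 CPM in KO and between 125 and 236 CPM in WT, and 7 KO tumors lie below every WT tumor for *Dclre1c*.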

The one gene that directly correlated with *Arid1a* expression was *DCLRE1C* (DNA cross-link repair 1C, also known as Artemis). The log_2_ fold change between cohorts was −1.5 with an adjusted *p*-value of 0.0024 (Figure 5a). 

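*Dclre1c* lies on chromosome 2 of GRCm38, from 3424131 to 3464130. It had 12.2 ± 8.67 CPM in KO and 38.2 ± 11.5 CPM in WT (SD, n = 8 each), a log2 fold change of −1.58 (standard error 0.39, adjusted p = 0.0323 in edgeR). In DESeq2 the log2 fold change was −1.51 with an adjusted p of 0.00233. A two-sided exact permutation test of log2 CPM, which treats the 8 WT tumors of 4 mice as independent, gave p = 0.000622. All 8 KO tumors were below the WT median. With each tumor left out in turn, the log2 fold change stayed between −1.89, without Zelda, and −1.47, without Massa. The edgeR adjusted p was over 0.05 in 9 of these 16 fits. With the logarithm of library size as a covariate, the log2 fold change was −0.59 (edgeR adjusted p = 0.335). Over all alternatives the adjusted p ranged from 0.00233, with DESeq2, to 0.628, with 1 tumor per mouse. With the mouse as the unit in this way, *Dclre1c* was therefore not past the threshold. The 10 tested genes within 1 Mb of *Dclre1c* had a median log2 fold change of −0.13.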

The mean raw expression in the *Arid1a* KO cohort was 113.4 ± 51.2 counts, and for the *Arid1a* WT cohort, the mean expression was 684.6 ± 102.2 counts.

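The raw count of *Dclre1c* was 113 ± 51.2 (SEM, n = 8) in the KO tumors and 685 ± 102 (SEM, n = 8) in the WT tumors. It ranged from 1 to 425 in KO and from 197 to 1037 in WT. The 2 KO tumors with the fewest counts, Massa and Grilka, had 1 and 3 counts of *Dclre1c*, at or below the floor of 3 counts.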

Because of this unique correlation among the DNA repair genes, we hypothesized that there might be a broader connection between *Arid1a* and *DCLRE1C*. We, therefore, interrogated extant databases on the expression of these genes and how correlated they are to each other. Upon examination of the CCLE gene expression database for all established cancer cell lines, we found a direct correlation between the two gene expressions. In total, 1450 cancer cell lines were evaluated using a Pearson correlation linear regression analysis where the R^2^ value was 0.435, and the *p*-value was 4.3 × 10^−68^. Looking only at the subset of osteosarcoma cell lines (n = 16), we found a slightly improved correlation coefficient of 0.581 and still a significant *p*-value of 0.0183 (Figure 5b).

### 3.5. In Vitro Disruption of Arid1a Results in More Aggressive Cellular Phenotypes

In vivo studies confirmed that the loss of *Arid1a* leads to more aggressive OS phenotypes, which aligns with the results of the *piggyBac* screen. Previous studies on cell line and tumor tissues have also shown a similar pattern, suggesting that *Arid1a* serves as a tumor suppressor in OS cell lines [27]. The next step was to validate the tumor-suppressive function of *Arid1a* in vitro. U2-OS and SJSA-1 were selected based on their relative expression of *Arid1a* mRNA obtained from the cancer cell line encyclopedia (CCLE) database search (Supplemental Table S5). Endogenous expression was confirmed using RT-qPCR to detect the mRNA (Supplemental Figure S3a) and immunofluorescence detected *Arid1a* protein expression in both cell lines (Figure 6a).

CRISPR/Cas9 was used to alter *Arid1a* in both the U2-OS and SJSA-1 cell lines. Both cell lines were successfully transfected with the *Cas9-GFP* (control) and *Cas9-GFP-Arid1a* knockout plasmids with varied concentrations following the manufacturer’s protocol. The third coding exon of *Arid1a* was selected as the target for guide RNA design (GCCTGCTGGGAGAGCGTCGA) (Figure 6b). High transfection efficiency was detected (>90%) through fluorescent microscopy. A significant reduction in *Arid1a* mRNA expression was detected via RT-qPCR (Figure 6c). Immunoblotting was performed to validate the knockout of *Arid1a*, but without successful detection in the control cell lines.

For phenotypic evaluation, we performed different cell behavior assays and chemosensitivity testing using control and knockout *Arid1a* cell lines. Real-time analysis of cell proliferation on both cell lines using the automated image capture on Image Express Pico revealed that *Arid1a* knockout cells grew markedly faster than the wildtype ones (Figure 6d). We also evaluated cell migratory activity using a scratch migration assay in real-time and noticed a similar trend where *Arid1a* KO cells closed the gap considerably faster than *Arid1a* WT ones (Figure 6e, Supplemental Figure S3b). Furthermore, the MTT survival assay demonstrated that *Arid1a KO* OS cells became more chemoresistant than the *Arid1a WT* cells after 72 h of doxorubicin treatment (ANCOVA, *p*-value < 0.0001, DF = 9, R^2^ = 0.95) (Figure 6f, Supplemental Figure S3c). Overall, in vitro deletion of *Arid1a* led to increased proliferation, migration, and chemoresistance, which correlates with our in vivo findings and the analysis following *Arid1a* loss.

## 4. Discussion

Personalized treatment options for OS face significant obstacles due to the highly complex etiology of the disease, as well as the difficulty in distinguishing between driver and passenger mutations [48,49]. Although genetically engineered mouse models have shed light on the role of *Tp53* and *Rb1* inactivation in osteosarcomagenesis, the results have been highly heterogeneous in terms of finding a consistent driver mutation [13,15,50,51]. In an *SB* genetic screen in mice, Moriarty et al. identified PI3K-mTOR and MYC pathways in OS formation and metastasis [15]. Here, we performed a forward genetic screen using *piggyBac* transposon in a murine model of OS with a background of both *Trp53* and *Rb1* loss. The loss-of-function mutations of both *TP53* and *RB1* are often linked to the development and progression of osteosarcoma [52]. *PB* is an efficient and scarless, cut-and-paste transposon system for mammalian applications. It demonstrates advantages over other transposons by offering a broader genome coverage with a single transposable action, which reduces the noise from clonal expansion of insertion sites [11,51,53,54]. Among the primary tumor samples, we detected 227 integration sites, but very few repeatedly disrupted genes. One of the most frequent integration sites found was in *Arid1a*.

*Arid1a* is one of the cBAF subunits which remodels nucleosomes to open chromatin [16,17]. Mutations in the genes encoding BAF subunits occur in approximately 20% of all human cancers with *Arid1a* being the most frequently mutated [16,18,19,55]. However, the exact mechanisms of how *Arid1a* loss contributes to tumorigenesis vary across tumor types. The primary mechanism is its transcriptional regulation of genes involved in cell differentiation and development, often disrupting enhancer-promoter activity via alterations in histone modifications [18,31,55,56] and DNA methylation [57]. Concomitant loss-of-function mutations in *Arid1a* and *TP53* are observed in several cancers where *Arid1a* enhances the transcriptional activity of P53 [24], thereby suppressing downstream cancer-promoting genes [58]. *Arid1a* mutations often correlate with the DNA damage repair genes enabling synthetic lethality targeting in *Arid1a*-mutant cancers [18,22,34,37]. In endometrial cancer cells with *Arid1a* mutations, increased susceptibility to PARP inhibitors is observed, due to the NHEJ-repair defects caused by the *Arid1a* mutation [37]. Similarly, targeting EZH2 in *Arid1a*-mutated ovarian cancer cells shows synergistic sensitivity [59]. Consequently, many studies using synthetic lethal partners with *Arid1a* deficiency have progressed to clinical trials [22,60,61,62].

The implications of *Arid1a* mutations in OS have only been superficially studied using cancer cell lines. Xu et al. found a strong positive correlation (n = 53, *p*-value < 0.015) between *Arid1a* expression and overall patient survival in OS [27]. A recent clinical study identified a higher rate of *Arid1a* mutations (67%) in patients with worse prognosis [21]. Our in vitro knockout experiments corroborated with these findings, as *Arid1a* loss resulted in a more proliferative and chemoresistant phenotype. Despite that we could not demonstrate the *Arid1a*-KO by western blot, the RT-PCR data and the phenotypic differences indicate that we knocked out *Arid1a* and it was consequential. Together, the body of evidence supports our conclusions. In our in vivo study, we observed efficient osteosarcomagenesis upon deletion of *Arid1a* and a substantial decrease in survival, as well as a dramatic increase in metastatic potential. The premature death of *Arid1a*-deficient mice without visible tumors suggests that either occult tumorigenesis or other factors beyond sarcomagenesis contributed to a reduced lifespan. Interestingly, it appears that biallelic inactivation of *Arid1a* is not necessary to enhance the aggressive phenotype as we observed similar trends of survival and tumor burden between the *Arid1a^fl/fl^* mice and the *Arid1a^fl/wt^* mice. This observation is corroborated by a large pan-cancer study looking at the tumor mutational landscape across 2520 metastatic tumors [63]. Whole genome sequencing revealed that *Arid1a* was one of the most frequently mutated tumor suppressor genes; however, the study also demonstrated that *Arid1a* mutations were least likely to be characterized as a gene deletion, but instead mutations were characterized as INDELS and nonsense mutations and only ~50% of tumors exhibited biallelic inactivation, which is low for a tumor suppressor gene [63].

The enigmatic function of *Arid1a* in cancer has been studied most frequently in ovarian cancer. We observed a remarkable correlation in our gene expression analysis with ovarian cancer signaling (*p*-value = 0.0001, Z-score = 1). *Arid1a* is a commonly mutated gene in this cancer type, with a reported mutation frequency ranging from 30% to 50%. The functional consequences of *Arid1a* loss in ovarian cancer are multifaceted. *Arid1a*-deficient ovarian cancer cells have been shown to exhibit altered gene expression patterns, dysregulated cell cycle progression, impaired DNA damage repair, and an enhanced EMT phenotype. However, decreased expression or *Arid1a* mutational status did not impact overall survival in patients with various types of ovarian cancer [29]. Hence, more needs to be studied not only on the mutational status of *Arid1a* in osteosarcoma, but also the epigenetic mechanisms that regulate gene and protein expression.

Bioinformatic platforms demonstrated increased heterogeneity through hierarchical clustering in the *Arid1a* KO tumors. Tumor cells undergo transitions in their stemness leading to tumor heterogeneity and cellular plasticity. The correlation between cancer stem cells (CSC) and metastasis is ongoing, but studies conducted in OS have identified that CSC markers are associated with metastasis and a worse prognosis [47,64]. In a liver cancer model, *Arid1a* deficiency contributed to an increased number of stem/progenitor-like cells by dysregulating genes related to stemness [65]. Similar consequences were observed in other cancers where *Arid1a* loss increased stemness-associated genes [66,67,68]. The decrease in mesenchymal markers in a mesenchymal tumor highlights dedifferentiation that leads to cancer stemness. Many other pathways of differentiation were downregulated in *Arid1a*-deficient mice. Early studies of EMT were not a proper characterization of the transition from epithelial to mesenchymal, but a loss of epithelial markers. Thus, many of the early EMT algorithms also can be considered analyses of dedifferentiation.

Despite the apparent intertumoral heterogeneity, transcriptomic profiling of OS tumors highlighted molecular mechanisms responsible for an aggressive phenotype. The two cancer hallmarks that explained the gene expression differences between *Arid1a^fl/fl^* and *Arid1a^wt/wt^* were genomic instability and EMT. Genome-wide association studies in metastatic OS using high-throughput sequencing [14] support the correlation between increased genomic instability and mutational burden [7]. Partial or complete *Arid1a* loss has previously been linked to impaired DDR [37]. These studies have focused on variant alleles associated with DNA damage response and repair. In our study, we have observed that the loss of *Arid1a* led to significant upregulation in the expression of mRNAs that are essential for maintaining genome stability, presumably as a feedback mechanism to combat extensive DNA damage. Many of these mRNAs are involved in critical mechanisms for DDR response and most of which were previously been implicated in OS [69,70,71]. There was one gene that directly correlated with decreased expression of *Arid1a,* namely *Dclre1c*. *Dclre1c* is a gene that encodes for the protein Artemis, which is involved in non-homologous end joining often employed to correct double strand breaks in DNA [72]. In a study by Lavi et al., it was also noted that increased *Dclre1c* expression correlated with an improved survival outcome. Out of 48 DNA repair genes, this was the only gene that positively correlated with progression [73]. If the positive expression of *Dclre1c* promotes survival, the antithesis is also true that negative expression is associated with poor survival. Out of 150 DDR genes in our study, *Dclre1c* was the only one to directly correlate with *Arid1a* status and a mouse model with a lower survival.

In addition to the coding regions of the genome, IPA revealed several non-coding transcripts including some recognized oncogenic and tumor suppressor miRNAs [8,45,46,47,74]. Non-coding variants can alter epigenetic states in cancer, thereby regulating oncogenic or tumor suppressive properties of their target genes [75]. Impact of non-coding regions in maintaining DNA integrity and their correlation to chemoresistance and metastasis in cancers is well investigated [8,76]. Functional studies in OS have identified numerous non-coding transcripts [8,74,75,77,78] and potential correlations between genomic stability and ncRNAs [8,45,47]. Studies also demonstrated the role of ncRNAs regulating *Arid1a* expression and their involvement in different cancers [55,79]. We believe that *Arid1a* loss significantly impacts both the coding and non-coding regions of the genome. Therefore, further investigation is needed to functionally characterize these novel non-coding variants that are associated with aggressiveness in *Arid1a*-mutated OS.

## 5. Conclusions

This study establishes that *Arid1a* indeed plays a tumor suppressor role in aggressive osteosarcoma and opens an exciting new avenue for further studies into the molecular mechanisms underlying its effects. The initial genetic screening has laid the groundwork for subsequent validation and molecular characterization, culminating in the identification of precise molecular signatures linked to aggressive OS. Our well-established Cre-mediated, triple-mutation GEMM model offers a robust preclinical platform that closely mimics human OS. This model helps us to understand the molecular changes that occur at various stages, enhancing our understanding of the role of *Arid1a* loss in osteosarcomagenesis. Transcriptomic data and the unbiased analysis of the differentially expressed genes revealed a probable connection between *Arid1a* loss and genomic instability. Although the functional mechanism remains to be characterized, our findings suggest that *Arid1a* plays a crucial role in maintaining genomic integrity. These significant correlations highlight the importance of further investigating the effects of *Arid1a* loss to gain a better understanding of the underlying mechanisms involved. By utilizing our model, we can contribute to the understanding of the specific molecular events and pathways involved in chemoresistance and metastasis in osteosarcoma, particularly focusing on the potential for simultaneous targeting of DNA damage repair proteins in *Arid1a*-mutated osteosarcoma.

## Figures and Tables

**Figure 1:**
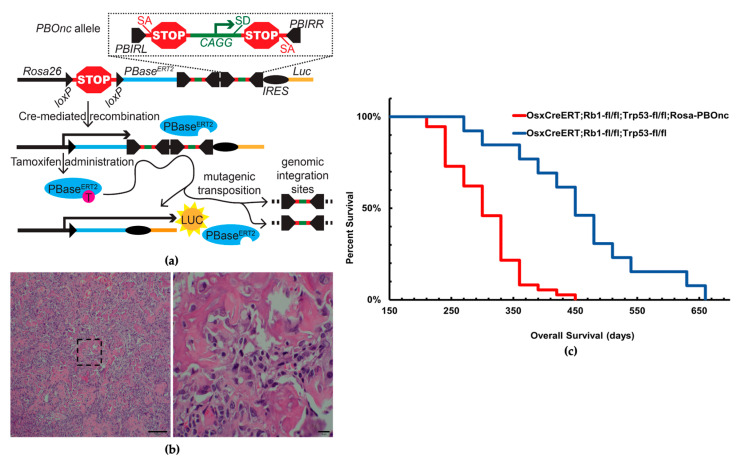
Forward genetic screen using *piggyBac* transposon identifies *Arid1a* as a tumor suppressor gene. (**a**) Schematic of *PBonc* design, random genomic integration of transposable elements from *Rosa26* locus via Cre-lox mediated recombination (PBIRL/PBIRR = piggyBac Inverted Repeat sequences left/right, SA/SD = Splice Acceptor/Donor, PBase = piggyBac transposase, IRES = Internal Ribosomal Entry Sites, Luc = Luciferase). (**b**) Histology of tamoxifen-induced skeletal tumors harvested from *piggyBac* inserted cohort shows similar appearance with osteosarcoma (osteoid matrix = bright pink, scale bar 100 and 10 μm). (**c**) Kaplan–Meier survival analysis of mice with (red) *piggyBac* mutagenesis showed a 5-month survival disadvantage compared to the ones without (blue); median overall survival was 10.0 months and 15.0 months, respectively (*p*-value < 0.0001).

**Figure 2:**
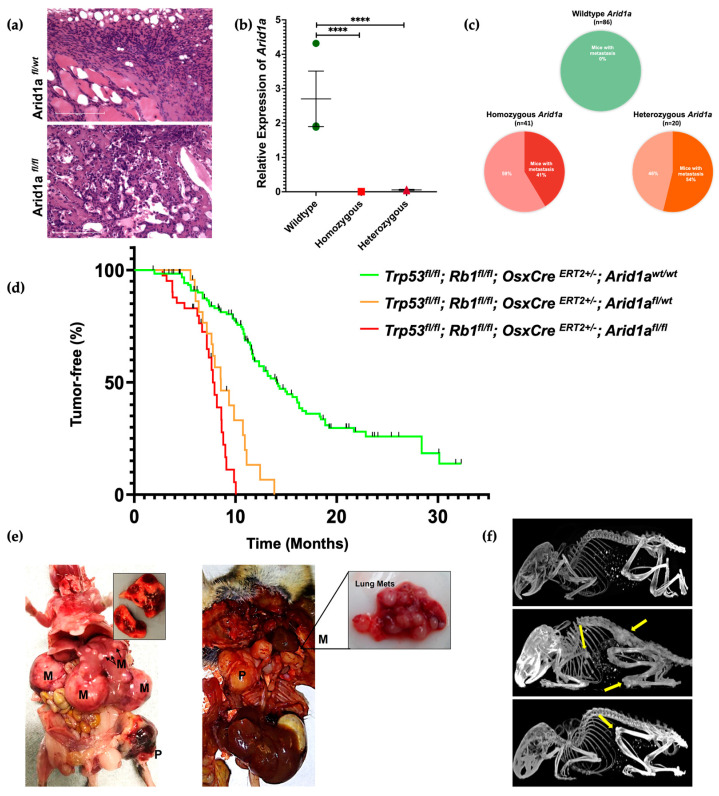
In vivo *Arid1a* knockout resulted in a greater tumor burden and metastasis. (**a**) H&E staining of *Arid1a* homozygous (**bottom**) and heterozygous (**top**) mouse tumor tissue shows an osteosarcoma-like appearance (osteoid matrix = bright pink, scale bar 100 μm). (**b**) Relative expression of *Arid1a* in wildtype, *Arid1a^fl/fl^* and *Arid1a^fl/wt^* mouse tumor samples (**** *p*-value < 0.0001). (**c**) Pie chart shows the percent metastasis found in *Arid1a* in wildtype, *Arid1a^fl/fl^* and *Arid1a^fl/wt^* mice. (**d**) Kaplan–Meier tumor-free curve of *Arid1a* in wildtype (n = 142), *Arid1a^fl/fl^* (n = 41), and *Arid1a^fl/wt^* (n = 22), mice (*p*-value < 0.0001). Black lines represent all the mice that were censored (no tumor). (**e**) Gross necropsy showing the common sites of primary and metastasized tumor formation in *Arid1afl/fl* and *Arid1a^fl/wt^* mice (P = Primary, M = Metastatic tumors). (**f**) Micro-CT image showing the formation of multiple tumors (yellow arrows) on *Arid1a^fl/fl^* mice at various ages—(**top**) *Arid1a* wildtype control, (**middle**) *Arid1a^fl/fl^* mice at 217 days, (**bottom**) *Arid1a^fl/fl^* mice at 91 days.

**Figure 3:**
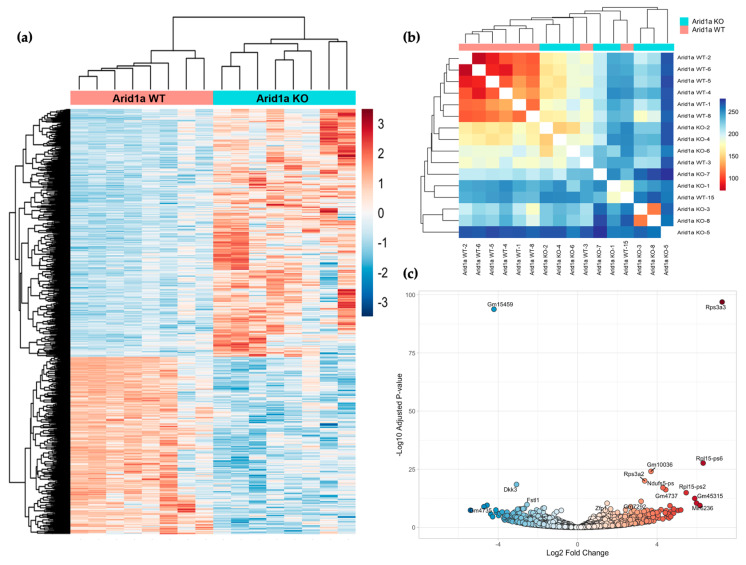
Transcriptional comparison of *Arid1a* WT and *Arid1a* KO osteosarcomas. (**a**) Heatmap demonstrating the distribution of top 1000 significant differentially expressed genes (clustered by Z-scores) between *Arid1a* WT (Red) and *Arid1a* KO (Blue) mouse osteosarcomas. (**b**) Euclidean distance between samples. (**c**) Volcano plot representing most significant DE genes in both cohorts, X-axis representing log_2_ FC and Y-axis presenting the –log_10_ of the adjusted *p*-value.

**Figure 4:**
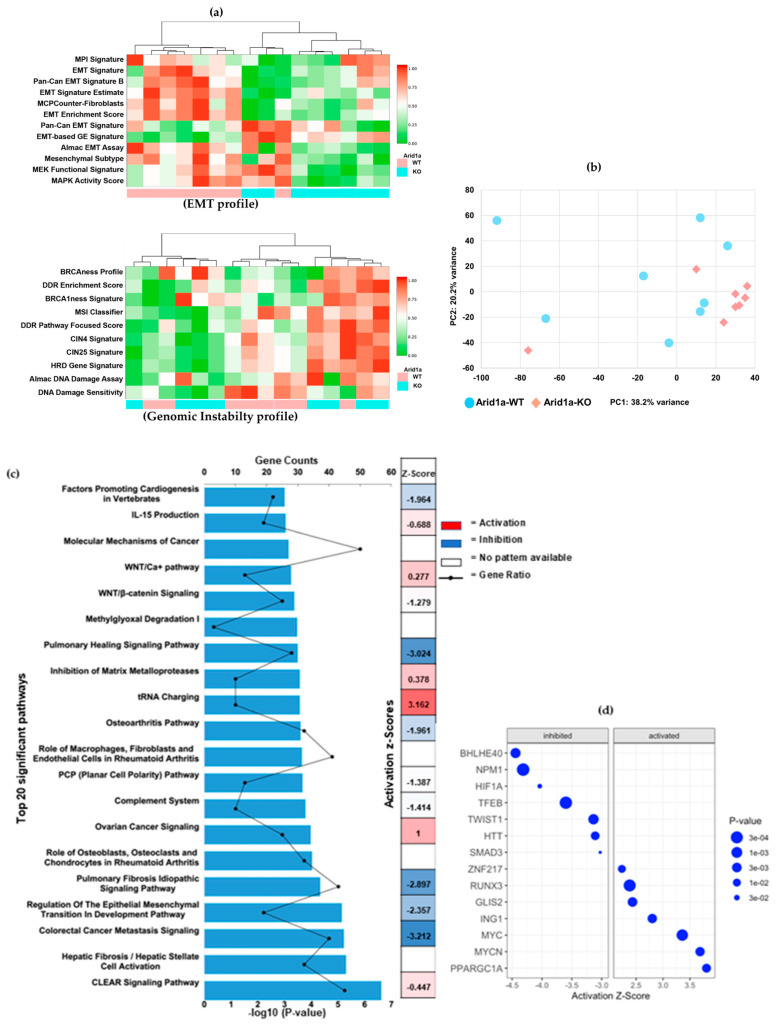
Molecular pathway analysis. (**a**) mRNA profiling by Almac categorized the differential expression profile based on the hallmarks of cancers. Heatmaps showing the topmost significantly correlated hallmarks, (**top**) EMT pathways and (**bottom**) genomic instability. Samples represented by columns and RNA expression signatures represented in rows. Each colored square indicates the expression of the multi-gene signature for that sample (Red = increased expression levels or activation of the hallmark, green = decreased expression levels or repression of the hallmark). (**b**) Principal Component Analysis of the gene expression data. (**c**) IPA analysis showing the top 20 significant signaling pathways correlating the differentially expressed genes between *Arid1a* WT and KO osteosarcomas (*p*-value < 0.05). X-axis representing the −log_10_ *p*-value. (**d**) IPA upstream regulator analysis based on activation Z-score and *p*-values.

**Figure 5:**
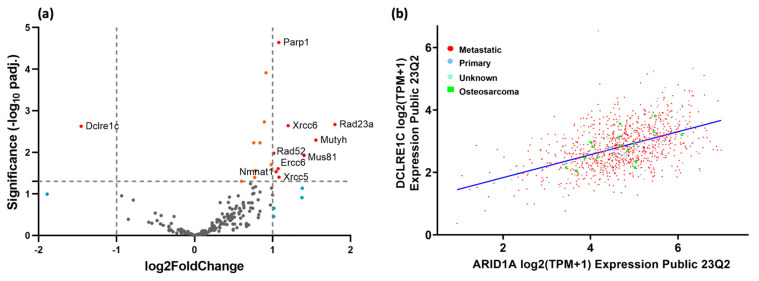
Impact of *Arid1a* loss on DNA damage repair pathways. (**a**) Volcano plot displaying the most significant differentially regulated genes involved in DNA repair pathways between *Arid1a* KO and WT mouse OS; the X-axis represents log_2_ fold change (thresholds of −1 and 1) and the Y-axis shows the adjusted −log10 *p*-values (threshold 0.05). (**b**) Correlation between *DCLRE1C/Artemis* and *Arid1a* expression in all human cancer cell lines (n = 1450) and in OS cell lines (n = 16) from the CCLE database (R^2^ = 0.435, *p*-value = 4.3 × 10^−68^ and R^2^ = 0.581, *p*-value = 0.0183, respectively).

**Figure 6:**
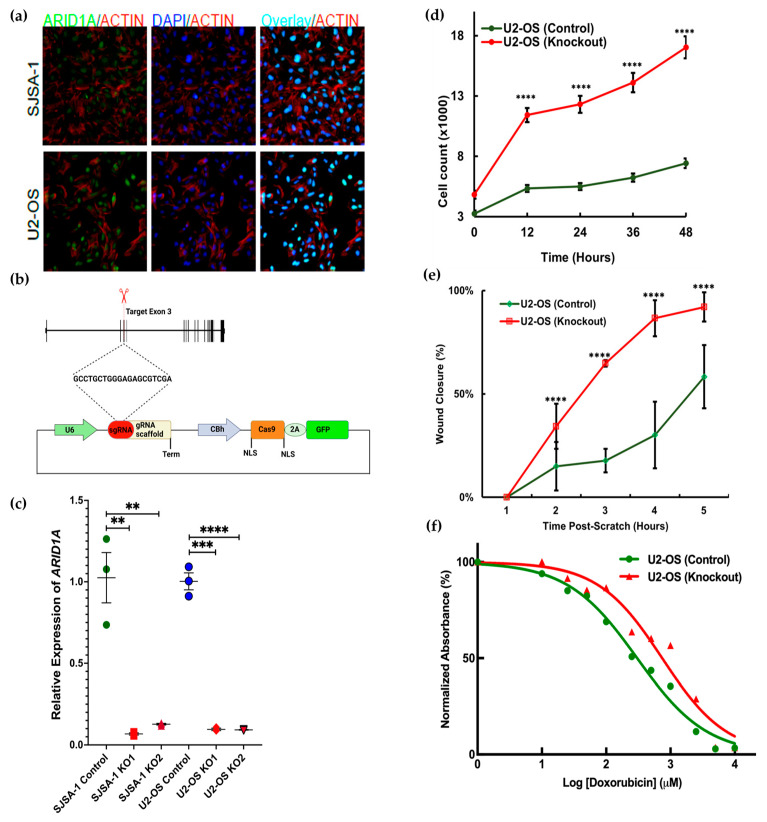
In vitro CRISPR/Cas9 knockout resulted in a more proliferative and chemoresistant cellular phenotype. (**a**) Endogenous expression of *Arid1a* in osteosarcoma cell lines as demonstrated by immunofluorescence staining showing nuclear localization of *Arid1a* (Actin = Red, Nuclei = Blue). (**b**) Schematic for targeting *Arid1a* with CRISPR/Cas9. (**c**) Relative mRNA expression of *Arid1a* after knockout in two biological replicates of U2-OS and SJSA-1. The data represent an average of three technical replicates and error bars represent the standard error of the mean (** *p*-value < 0.05; *** *p*-value < 0.005; **** *p*-value < 0.0005). (**d**) Real-time cell proliferation assay for 48 h in U2-OS cell lines, error bar represents the standard error of the mean (**** *p*-value < 0.0001; individual *t*-tests compared between groups at different time points), (n = 5). (**e**) Real-time cell migration assay at different time points (T1 = 0 h, T5 = 24 h), error bars represents the standard deviation of mean (**** *p*-value < 0.0001), (n = 3). (**f**) Doxorubicin chemosensitivity assay at 72 h, IC_50_ for KO U2-OS = 0.7 μM, and Control U2-OS 0.3 μM.

## Data Availability

RNA-seq data is available through the GEO database using the accession number GSE247731.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers16152725/s1, Figure S1: Schematic of *PBonc* design; Figure S2: Hierarchal clustering of the hallmarks of cancer heatmap between *Arid1a WT* and *Arid1a KO* mice tumors; Figure S3: Impact of in vitro *Arid1a* deletion in cellular phenotypes; Table S1: *piggyBac* insertion sites; Table S2: Ingenuity pathway analysis for gene expression differences; Table S3: Cellular process analysis for gene expression differences; Table S4: miRNA analysis from RNA-seq data; Table S5: *Arid1a* CCLE expression data.

# Supplementary material for: Arid1a Loss Enhances Disease Progression in a Murine Model of Osteosarcoma
**Source:** Cancers (Basel). 2024 Jul 31;16(15):2725. doi: 10.3390/cancers16152725
**Supplement:** Supplementary file 1

# *Arid1a* Loss Enhances Disease Progression in a Murine Model of Osteosarcoma

Kaniz Fatema, Yanliang Wang, Adriene Pavsek, Zachary Larson, Christopher Nartker, Shawn Plyler, Amanda Jeppesen, Breanna Mehling, Mario R. Capecchi, Kevin B. Jones and Jared J. Barrott

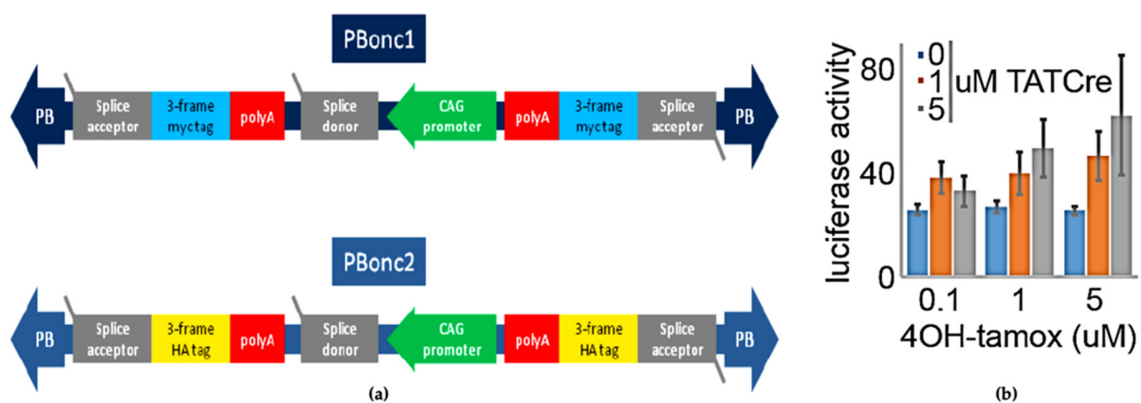

**Supplemental Figure S1.** Schematic of *PBonc* design. (a) Schematic of transposable elements design, PBonc1 and PBonc2, each including bidirectional splice acceptors followed by triple-frame epitope tags and poly-adenylation signals as well as a strong promoter and splice donor site in the middle of each; (b) Luciferase activity showing Cre- and tamoxifen dependency for the PBonc fibroblasts.

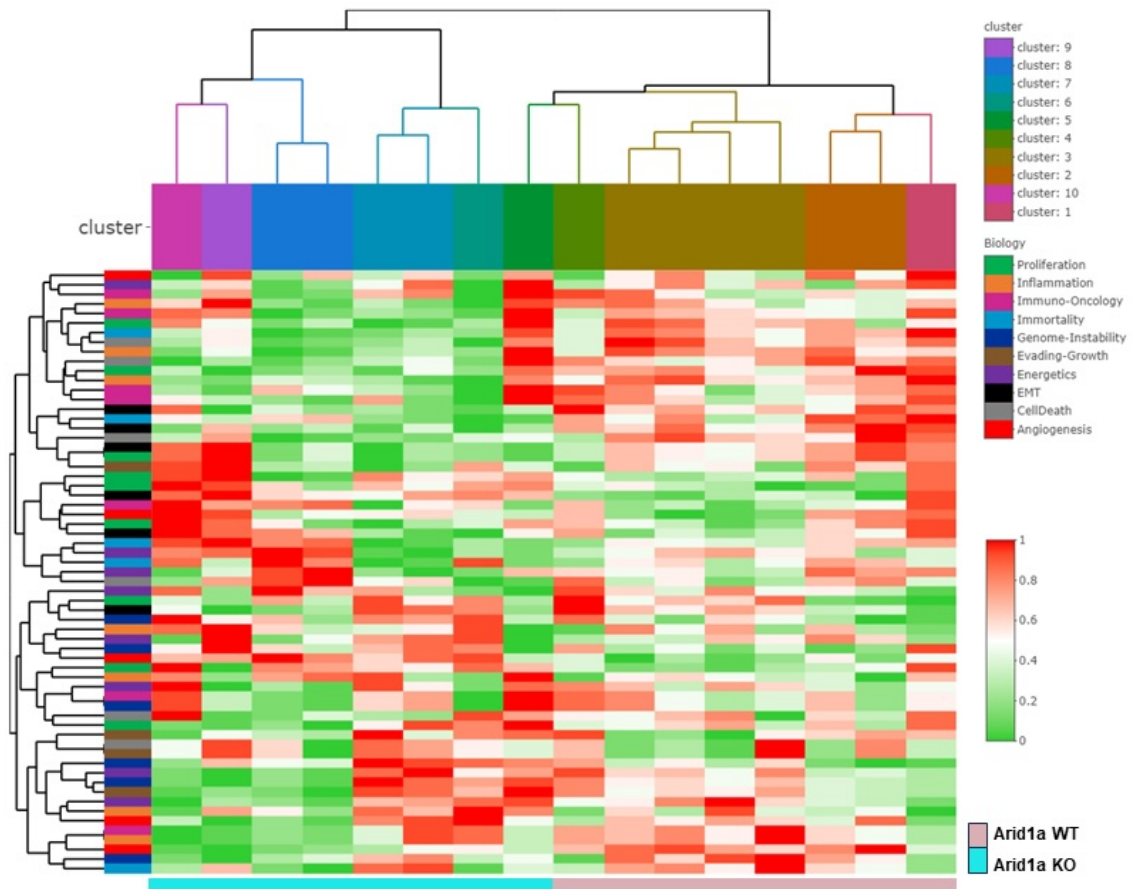

**Supplemental Figure S2.** Hierarchical clustering of the hallmarks of cancer heatmap between *Arid1a* WT and *Arid1a* KO mice tumors. The hallmarks of cancer are indicated by colored bars on the left. Mouse genotypes are indicated by the teal (*Arid1a* KO) and pink (*Arid1a* WT) colors across the bottom.

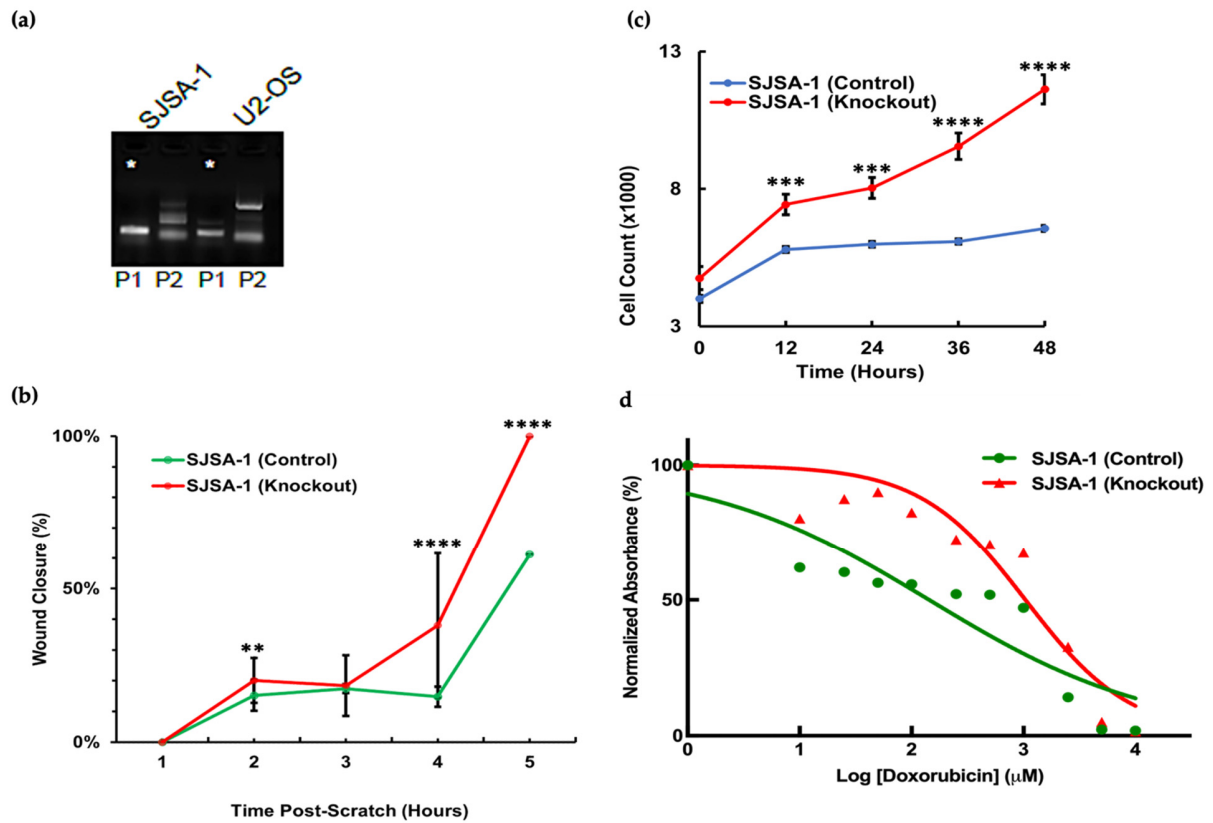

**Supplemental Figure S3.** Impact of *In vitro* *ARID1A* deletion in cellular phenotypes. (a) *ARID1A* (RT-qPCR) mRNA detection using different primer sets in osteosarcoma cell lines; (b) Real-time cell proliferation assay for 48 hours in SJSA-1 cell lines, error bar represents the standard error of the mean (\*\* p-value < 0.01; \*\*\*\* p-value < 0.0001; individual t-tests compared between groups at different time points), (n = 5); (c) Real-time cell migration assay at different time points (T1 = 0 hours, T5 = 24 hours), error bars represents the standard deviation (\*\* p-value < 0.001; \*\*\*\* p-value < 0.0001), (n = 3); (d) Doxorubicin chemosensitivity assay at 72 hours, IC<sub>50</sub> for KO SJSA-1 = 1.0  $\mu$ M, and Control SJSA-1 = 0.1  $\mu$ M, (n = 7).

How the deposited data were processed for this re-analysis (not part of the article)

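RNA was measured in 16 osteosarcomas of mice with conditional loss of *Trp53* and *Rb1*, 8 labeled KO for *Arid1a* and 8 labeled WT. According to the paper and the sample records, ribosomal RNA was removed before library construction, the libraries were sequenced from one end, and the reads were aligned with Novoalign to mm10 and Ensembl transcript models. The authors allowed many alignments per read and kept the best ones. The values analyzed are the raw counts per gene as deposited by the authors, which they made with USeq before running DESeq2. The strand of the libraries is not given in the paper's text. Every value in the table is a whole number, and the smallest total of a gene over the 16 tumors is 6, so genes with fewer counts are not in it.

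The group of each tumor was taken from its label. Tumors that share an animal code were treated as tumors of one mouse, which gives 8 KO mice and 4 WT mice, 12 in all. The labels give both sexes for the set but not the sex of each tumor, and they give a body site for the WT tumors only. One WT tumor, from N25, is labeled as lung, while the paper reports no metastasis in WT mice. It was kept, and leaving it out was one of the alternatives. No batch or date is given in the labels, so no relation could be recomputed within batches.

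The table holds 25054 genes, of which 24997 (99.8%) were found by identifier in GENCODE vM21 (GRCm38), and 24416 had the same symbol there. Positions and gene types come from this annotation, which is later than the Ensembl models the authors used. In the table 19 symbols belong to more than one gene, and genes were joined by identifier.

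The main comparison used edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr (a minimum count of 10 and a minimum total of 15), glmQLFit and glmQLFTest, and Benjamini-Hochberg adjustment with a threshold of 0.05. It tested 15413 genes and left out 9641 with low counts. No covariate was used. Log2 CPM was computed with a prior count of 2. CPM of single genes are counts divided by the TMM-normalized library size. DESeq2 1.42.0 with default settings and limma 3.58.1 (voom, with the mouse as a random effect through duplicateCorrelation and statmod 1.5.0) were alternatives. DESeq2 gave no adjusted p-value for 4976 genes. Gene lists were tested with camera (preset correlation 0.01, and with the correlation estimated), fry and fgsea 1.28.0, and with an exact permutation of the mean score of the list over the 16 tumors. All tests were two-sided. Permutation tests of the tumors used all 12870 ways of choosing 8 of 16, and the smallest p-value they can give is 0.000155. They treat WT tumors of the same mouse as independent. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the annotation and the figures. A fold against a group in which every tumor has 3 counts or fewer was computed against 3 counts and is given as a lower bound. Of the 11 volcano plot genes that were tested, 1 is at this floor in WT. The median log2 fold change of the 11 is 3.46 with the bound or the fitted value of that gene.

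The counting precision follows from the depth. A count of 3 corresponds to 6.69 CPM in Massa and 4.03 CPM in Grilka, the 2 shallowest libraries, and to between 0.146 and 0.340 CPM in the WT libraries, so low expression is seen less well in KO. Such floors cover counting error only.

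The comparison was tested on simulated data with the same depths, in which 200 genes were changed. Each simulated tumor was drawn independently, while real WT tumors share mice, with a correlation of 0.762 within mice in limma-voom. The numbers of unchanged genes called therefore do not cover this dependence. edgeR and limma-voom tested 187 of these, and DESeq2 tested all 200. edgeR found 124 and called 2 unchanged genes, DESeq2 found 155 and called 44, and limma-voom found 117 and called 4. In a list of 40 genes raised by 1 on the log2 scale the median estimate was 0.92, and an unchanged list of 40 genes was not past the threshold in camera or fry.

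The gene lists, written by hand, were DNA repair (178 genes), the 13 DNA repair genes the paper names as higher in KO, CIN25, mesenchymal, macrophage, osteoblast, osteoclast, cartilage, skeletal muscle, epithelial, erythroid, lung, lymphoid, neutrophil and marrow, proliferation, SWI/SNF subunits, tRNA charging and the upstream regulators the paper names. Of the DNA repair genes 20, and of the proliferation genes 7, are also in another list. Of the lung genes 4 of 15, and of the muscle genes all 16, were over 1 CPM in most tumors. Lists of salivary gland, kidney and liver genes were added after the values of some of these genes were seen. The genes named in the text are those the paper names for these data or labels in Figures 3c and 5a, the genes with conditional alleles, the sex-linked genes, and in each direction the 5 genes with the smallest adjusted p among those past the threshold whose groups do not overlap. Of the other lists at most the 3 most abundant members are named. The results of some genes that this rule covers are not reported here. *Egf*, *Alb*, *Rpph1*, *Gm23935* and CT010467.1, which is a ribosomal RNA gene in the annotation, fall outside this rule and were chosen after their values were seen.

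The main test, the samples, the comparisons, the lists other than those 3, the rule for named genes and most alternatives were set before the data were examined. These alternatives were the tools, other normalizations (RLE, upper quartile, and TMM without mitochondrial genes and the 20 most abundant genes), no filter or a filter of 10 counts in every tumor, other thresholds, counts summed per mouse, each tumor left out in turn, the tumors of N42 or N43 left out, *Xist* as a covariate, and the genes without predicted genes and pseudogenes. Alternatives chosen after seeing the data were leaving out the 2 shallowest libraries, thinning all libraries to 1109487 counts, library size or the ribosomal RNA gene as a covariate, a correction for GC content and transcript length, and 1 tumor per mouse.

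The pathway and upstream regulator analysis (IPA), the ClaraT profiles and the enrichment analysis of 150 genes were not repeated, since their gene sets are not used here. The genes printed in Supplemental Table S2 were only counted by direction. Of the 7 upstream regulators with enough counts to be tested, 5 were higher and 2 lower in KO, with a median log2 fold change of 0.11, and their expression was not compared with the activity that IPA assigns. Reads and per-exon counts were not analyzed here.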

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

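All tests in this part were chosen only after the result was seen, except those of the lung genes in the N25 tumor and of pseudogenes among the genes with the smallest p-values. Outlying tumors were looked for in 128 groups of 8 values, and 14 had a tumor far from the others, where chance gives 6.4. Massa had 4 of the 14, and the tumors of N215 and N25 had 3 each.

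The WT tumor of N215 stood apart from the other WT tumors in 3 measures of its library. Its 20 most abundant genes took 29.3% of the counts, against 12.5% to 20.3% in the others. Genes that are not protein-coding took 19.7% (5.61% to 8.20% in the others), and mitochondrial genes took 11.0% (1.46% to 3.94%). Its share of the ribosomal RNA gene, 1.57%, was also the highest among WT. The preparation of this library may differ from that of the other WT libraries, and the ribosomal RNA content of the libraries as a covariate left 7 genes past the threshold, so this measure and the groups cannot be told apart. The design gives no condition that sets this tumor apart, and no biological explanation was tested.

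In the KO tumor Massa, mitochondrial genes took 17.2% of the counts (1.43% to 7.01% in the other KO tumors). Massa has the fewest counts of all tumors. Its log2 CPM of *Xrcc6* was 1.263 (4.42 to 5.63 in the others), from 1 count, and its log2 CPM of *Gm15459* was −2.56 (1.46 to 2.46 in the others), from 0 counts. The floor of 3 counts is 6.69 CPM in Massa. The other KO tumors are below this floor for *Gm15459*, so it gives no difference at this depth, and no explanation was tested for *Xrcc6*.

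The lung score of Massa was 2.39, against −0.81 to −0.09 in the other KO tumors. All 15 lung genes were higher in Massa than in every other KO tumor, with 3212 CPM of *Sftpc* and 4129 CPM of *Scgb1a1*. Reads carried over from the N25 tumor are argued against, since 7 of the 15 genes were higher in Massa than in that tumor. The 15 genes fit lung tissue in the sample as a candidate source. The paper reports lung metastases in KO mice, so a metastasis or a tumor with lung around it stays open, and the label of Massa gives no site.

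The N25 tumor, labeled as lung, had a lung score of 1.87, against −0.34 to 0.03 in the other WT tumors, and all 15 lung genes were higher in it than in every other WT tumor. Lung tissue in the sample is a candidate source, and its label names this tissue. The lung genes took 4.46% of its counts and 0.603% of those of Massa. The same tumor had the lowest log2 CPM of *Gm9008* among WT, 0.10 (1.22 to 1.96 in the others), and of *Tcea1-ps1*, 0.89 (1.43 to 1.88 in the others). No explanation was tested for these 2 genes.

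In the KO tumors Montana and Oregon, 15 of 16 skeletal muscle genes were higher in both than in every tumor but these, and the list took 9.50% and 11.2% of their counts. Among WT tumors the N43 pelvis tumor had the highest share, 1.31%. Skeletal muscle in the samples is a candidate source, since 15 abundant muscle genes rise together. All 16 genes are also detected in most other tumors. Montana had the highest log2 CPM of *Gm4735* among KO, 1.30 (−2.56 to −1.39 in the others), from 9 counts, and no explanation was tested for this gene.

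In the KO tumor Prince, *Egf* was the most abundant gene with 7.43% of the counts. All 27 salivary gland genes were higher in Prince than in every other tumor, and together they took 20.4% of its counts. Kidney, which also makes *Egf*, is argued against, since 0 of 7 kidney genes were higher in Prince than in every other tumor. Salivary gland in the sample is a candidate source. The paper names the jaws among the sites of tumors, and the label of Prince gives no site. In Grilka and Oregon, 19 of the 27 genes were higher than in the 13 tumors other than these and Prince, at a median of 0.0315% and 0.0925% of the count in Prince, and the source of these reads was not tested. The log2 CPM of *Gm9008* in Prince, −1.98, came from 1 count, while the other KO tumors had 0, so it is not a difference at this depth.

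In the KO tumor Zelda, 11 of 12 liver genes were higher than in every other tumor, with 876 CPM of *Alb*, and the list took 0.351% of the counts. Liver tissue in the sample is a candidate source. The paper reports liver metastases in KO mice, so a metastasis in the liver stays open. The erythroid score of Zelda was 2.00, against −1.00 to 0.31 in the other KO tumors, and no explanation was tested for it.

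The 4 Y-linked genes summed to 302 CPM in the KO tumor Ohio and to 295 CPM in the WT tumor of N215, which also had 3135 and 423 CPM of *Xist*. Prince, Oregon and the N25 tumor, with Y-linked genes and little *Xist*, had 225, 290 and 271 CPM. A mixture of RNA from a female and a male mouse is argued against, because it would dilute the Y-linked genes, and both of the 2 tumors had higher sums than these 3. *Xist* expression in a male tumor, or a gain of an X chromosome, was not tested.

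The ribosomal RNA gene CT010467.1 took a share of counts that was higher in KO by 3.78 on the log2 scale (two-sided exact permutation test, p = 0.00295, n = 8 and 8). It took from 0.435% of the counts in Zelda to 18.4% in Grilka in KO and from 0.0964% to 1.57% in WT. Within KO, log2 CPM of *Lars2*, *Mir6236* and *Gm23935* followed it with r of 1.00, 0.97 and 1.00 (permutation p = 2.48e-05, 0.000570 and 4.96e-05, and 0.000347, 0.00160 and 0.000347 when adjusted over 14 relations). Without the 2 tumors farthest from the median these r were 1.00, 0.94 and 0.99. Sequence shared with this gene is argued against, since 0 of the stretches of 31 bases of *Lars2* and *Mir6236* occur in it. Sequence shared with ribosomal RNA outside this gene was not tested and stays open. The removal of ribosomal RNA may have differed between libraries, and with this gene as a covariate 7 genes remained past the threshold. As its level goes with the groups, this and the loss of *Arid1a* cannot be told apart.

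Of 202 pairs of a processed pseudogene and its parent gene, 12 had a pseudogene share that did not overlap between KO and WT, where chance gives 0.0314 if all tumors are independent. With counts summed per mouse, 13 pairs did not overlap, where chance gives 0.816, and of all 495 splits of the mice into 8 and 4 the real one alone gave as many. The share was higher in KO in 5 pairs and in WT in 7. *Rps3a3* is one such pseudogene. Pseudogenes were also more frequent among the 50 genes with the smallest p-values (Fisher's exact test, p = 9.73e-06). This fits strain differences or reads shared with parent genes as candidate explanations, and the test does not separate them. The 12 pairs lie on 10 chromosomes, so differences between the strains of the 2 groups of mice would have to be spread over the genome. In 4 of the 12 pairs the summed count of both genes had an unadjusted permutation p under 0.05. As 3546 of the 15413 tested genes had an unadjusted edgeR p under 0.05, this number does not tell different alignment or counting of the 2 groups from a change in expression in any pair. These explanations and the *Arid1a* alleles cannot be told apart, since each separates the same 2 groups.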

How the results depend on the processing

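The covariates of library size and the ribosomal RNA gene, the GC correction, 1 tumor per mouse, thinning, and leaving out the 2 shallowest libraries were chosen only after the results were seen. The p-values of lists in this part are not adjusted over the lists. The macrophage list kept its direction with p from 1.64e-22 to 0.0106 under every alternative run, but adjusted over the 17 lists, limma's camera with the estimated correlation gave an adjusted p of 0.0680. The smaller distance within WT kept its direction with permutation p from 0.000155, the smallest the permutations can give, to 0.0182. The mesenchymal list had p under 0.05 except with the estimated correlation (p = 0.0612), while the exact permutation test of its score gave p = 0.00373. *Arid1a* was past the threshold in none of its 35 alternatives. Its direction changed once, to −0.085 with the ribosomal RNA gene as a covariate.

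For the main 618 genes, RLE, upper-quartile factors and TMM without the most abundant genes gave 628, 599 and 653, no filter gave 679, and 10 counts in every tumor gave 474. Without the lung tumor there were 903, without predicted genes and pseudogenes 509, and with an absolute log2 fold change of at least 1 there were 585. A threshold of 0.01 gave 62 genes and of 0.1 gave 1580.

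DESeq2 called 2517 genes, 20 DNA repair genes (main 5) and 13 of the paper's named DNA repair genes (main 3). limma-voom, with a correlation of 0.762 within mice, called 17 genes (16 of the 618), 0 DNA repair genes (12 at an unadjusted p under 0.05) and 0 of the named ones (9 unadjusted), with *Dclre1c* at −1.29 (adjusted p = 0.362) and the CIN25 list at −0.32. No filter gave 3 DNA repair genes. With 10 counts in every tumor, 5 named genes were past the threshold, the CIN25 list had 3 genes and a median of −0.24, and the osteoblast list gave no value.

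Counts summed per mouse gave 10 genes (7 of the 618), 0 DNA repair genes (9 unadjusted), 0 named genes (6 unadjusted), *Dclre1c* at −1.27 (adjusted p = 0.599) and the osteoblast list at −0.053. Without N42 there were 8 genes (7 of the 618), 0 DNA repair genes (10 unadjusted), 0 named genes (7 unadjusted), *Dclre1c* at −1.22 (adjusted p = 0.596) and the osteoblast list at 0.33. Without N43 there were 133 genes (125 of the 618), 0 DNA repair genes (22 unadjusted), 0 named genes (12 unadjusted), *Dclre1c* at −1.58 (adjusted p = 0.106) and the CIN25 list at −0.14. With 1 tumor per mouse there were 7 genes (6 of the 618), 0 DNA repair genes (9 unadjusted), 0 named genes (6 unadjusted), *Dclre1c* at −1.38 (adjusted p = 0.628) and the osteoblast list at −0.31. These settings hold fewer samples. The cause was not tested further for any change listed here.

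With *Xist* as a covariate *Dclre1c* was at −1.48 (adjusted p = 0.0507). With the ribosomal RNA gene as a covariate there were 7 genes, 0 DNA repair genes (8 unadjusted), 0 named genes (6 unadjusted), *Dclre1c* at −0.76 (adjusted p = 0.624) and *Lars2* at −0.076. With library size as a covariate there were 84 genes (45 of the 618), 0 DNA repair genes (30 unadjusted), 0 named genes (9 unadjusted) and *Dclre1c* at −0.59 (adjusted p = 0.335). The GC and length correction gave 985 genes (672 higher), 16 DNA repair genes and 10 named genes. Without the 2 shallowest libraries there were 8 DNA repair and 6 named genes, and thinning gave 3 DNA repair genes. Over all alternatives the adjusted p of *Dclre1c* ranged from 0.00233 to 0.628.

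The DNA repair list was not past the threshold with fry (p = 0.699) or the estimated correlation (p = 0.425), and the osteoblast list was not with fry (p = 0.0792) or the estimated correlation (p = 0.324). For CIN25 these tests pointed down (p = 0.466 and 0.811), where the exact permutation test of its score gave p = 0.449, and without the lung tumor its median was −0.011. The first principal component held 39.4% of the variance with DESeq2's transformation, 35.5% with a prior count of 0.5, 27.3% over all genes, 29.7% over 1000 genes, 39.5% without the lung tumor and 42.3% per mouse. On raw counts the correlation of *Arid1a* and *Dclre1c* was 0.80 in KO and 0.61 in WT.

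With each of the 16 tumors left out in turn, the count ranged from 252 (without N42 left shoulder) to 1348 genes (without Zelda), DNA repair genes from 1 (without Montana) to 12 (without Zelda), and named genes from 1 (without Montana) to 8 (without Massa). *Dclre1c* ranged from −1.89 (without Zelda) to −1.47 (without Massa) and was past the threshold in 7. CIN25 ranged from −0.19 (without Medusa) to 0.59 (without N215) and was also negative without Ohio (−0.13), Grilka (−0.00052), Zelda (−0.047), N43 spine (−0.019) and N25 (−0.011). The osteoblast list ranged from −1.41 (without Grilka) to −0.54 (without Prince, p = 0.0627, while the exact permutation test of its score over all tumors gave p = 0.0858), *Rb1* from −0.14 (without Zelda) to 0.33 (without Prince), and the first component from 36.7% to 42.2%. The correlation ranged from −0.19 (without Massa) to 0.67 (without Grilka) in KO and from −0.88 (without N25, p = 0.0214) to −0.41 (without N215) in WT. Among the named genes, 28 results became weaker and 18 stronger in these fits, 46 and 20 in the other alternatives set beforehand, and 39 and 11 in those added.

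The KO libraries are shallower, which limits genes with low counts. In Massa a gene needs 6.69 CPM to reach 3 counts.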

Differences from the paper's values

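In this part the GC and length correction and leaving out the 2 shallowest libraries were chosen only after the result was seen. The paper gives 2154 differentially expressed genes, and edgeR gave 618. Of the 32 alternatives set before the data were examined, 2 came near this count without equaling it, DESeq2 with 2517 and an adjusted p under 0.1 with 1580. The paper's methods name DESeq2.

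The paper gives 1320 genes higher in KO against 287 in edgeR, and of the 32 alternatives DESeq2 alone came near, with 1559. The paper's 834 genes lower in KO stand against 331 in edgeR. DESeq2 with 958, leaving out Zelda with 698 and an adjusted p under 0.1 with 740 came near without equaling it. The other 29 alternatives set before the data were examined did not come near.

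For *Dclre1c* the paper's adjusted p is 0.0024 and edgeR's was 0.0323. Of 28 alternatives set before the data were examined, DESeq2 alone closed the gap, with 0.00233.

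The paper calls 13 DNA repair genes higher in KO with statistical significance. In edgeR 3 of the 13 were past the threshold. DESeq2 called all 13. With 10 counts in every tumor 5 were past it, and the fits that left out 1 tumor called up to 8. Among settings chosen after seeing the values, the GC and length correction called 10, and leaving out the 2 shallowest libraries called 6.

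*Nmnat1*, labeled in Figure 5a, was not past the threshold in edgeR (adjusted p = 0.0959). It was in DESeq2 (adjusted p = 0.0240) and in edgeR without Zelda (adjusted p = 0.0465). Over its alternatives the adjusted p ranged from 0.0240 to 0.694. *Gm4737*, labeled in Figure 3c, was not tested in edgeR for low counts, and DESeq2 called it with a log2 fold change of 4.73.

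The paper states that *Dclre1c* was the gene that correlated directly with *Arid1a* expression. Within KO r was 0.32 and within WT it was −0.65 on log2 CPM. On raw counts r was 0.80 in KO and 0.61 in WT. The paper also describes *Dclre1c* as the only DNA damage response gene that correlated with *Arid1a* status. Of the 177 DNA repair genes tested here, *Dclre1c* alone was lower in KO past the threshold, both in edgeR and in DESeq2. *Arid1a* itself was not lower in the tumors labeled KO at the level of the whole gene, with a log2 fold change of 0.16, and it was past the threshold in none of its alternatives. The paper reports a significant decrease by reverse transcription PCR in tumors with floxed *Arid1a*. PCR reads the stretch between its primers, so a count over the whole gene does not contradict it.

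The paper describes KO tumors as high for genomic instability signatures. The ClaraT signatures were not run here, and CIN25 is a different set. The CIN25 score was below every WT tumor in Massa, Montana, Prince and Oregon, from −1.31 to −0.97. In the other KO tumors it was 0.52 to 0.98, against −0.40 to 0.87 in WT. Genes of another tissue were raised in all KO tumors but Medusa and Ohio, so an effect of normal tissue was not settled. The CIN25 list had a median log2 fold change of 0.11. Without the tumors of N43 its median was −0.14, and limma's camera gave an unadjusted p of 0.0496, the lowest of 38 alternatives. In no other alternative was its unadjusted p under 0.05. The paper also lists activation of myeloid cells among the regulatory effects of *Arid1a* deletion, and the macrophage genes had a median log2 fold change of −2.11 here, while the 5 tested genes of neutrophils and marrow had one of 1.23, or −0.35 with limma-voom.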

Other observations

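All tests in this part were chosen only after the result was seen, except the splits of the tumors and of the mice, the distances with counts summed per mouse, *Xist* as a covariate and the number of macrophage genes lower in KO.

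As many genes past the threshold as between KO and WT were found in 2 of 100 splits of the 16 tumors into 8 and 8, the real one included, out of 6435 possible ones. The other split with as many gave 1040, and the median of the others was 0, with 2 of the 100 reaching as many genes as the real split at an unadjusted p under 0.05. With counts summed per mouse, 6 of 100 splits of the 12 mice into 8 and 4, out of 495 possible ones, gave at least the 10 genes of the real split, which is included, and the highest gave 442. At an unadjusted p under 0.05, the real split of the mice gave 1262 genes and 28 of the 100 gave as many. The number of genes called between the groups of mice is therefore within what other groupings of the mice give.

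Counting several tumors of a mouse as separate replicates could raise the number of genes, and the 8 KO tumors were compared with every set of 4 WT tumors. Sets that hold both the N215 and the N25 tumor gave a median of 7 genes from 4 mice (6 to 15) and 8 from 3 mice (7 to 14). Sets with 1 of these tumors gave 25 from 3 mice (12 to 67) and 39 from 2 mice (32 to 52). Sets with neither gave 257 from 2 mice (at most 443) and 474 from 1 mouse. The number follows these tumors more than the number of mice. As each of them is the only tumor of its mouse, what sets them apart and the counting of tumors as replicates cannot be told apart.

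A difference in sex between the groups is argued against as the whole cause, since 513 genes were past the threshold with *Xist* as a covariate and *Xist* itself had a log2 fold change of 0.08 (edgeR adjusted p = 0.975). GC content or transcript length is argued against, since 532 of the 618 genes were past the threshold after the correction. Fewer counts in the KO libraries could matter for part of the genes, as thinning to the smallest library left 412 genes past the threshold. Thinning removes counts but not differences in library quality. With library size as a covariate 84 genes were past the threshold, and since size goes with the groups (a log2 difference of −1.48), quality that follows size and the groups cannot be told apart.

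The smaller distance among WT tumors is not fully explained by tumors of one mouse, as it held with counts summed per mouse (two-sided exact permutation test, p = 0.0182), nor by depth, as it held after thinning (two-sided exact permutation test, p = 0.00124), where the mean distance was 125 in WT and 194 in KO. Normal tissue in several KO samples is a candidate explanation. The 2 KO tumors without raised genes of lung, muscle, kidney, liver or salivary gland, Medusa and Ohio, lay 151 apart, near the 155 of WT tumors from different mice, but 1 pair is too few to decide. Grilka, in which the raised salivary gland genes took 0.0532% of the counts, lay at least 221 from every other KO tumor, so such a small share leaves its distance open.

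The same 2 tumors were compared with the 8 WT tumors for the lower genes in KO. The mesenchymal median was −0.85, with 31 of 36 genes lower, and the osteoblast median was −0.012, with 9 of 17 lower, against −1.45 and −0.77 over all 8 KO tumors. Normal tissue may lower both lists, and with 2 tumors this and a loss of differentiation cannot be told apart. For the macrophage genes normal tissue is argued against, since the median was −2.10 with 18 of 19 lower. In the same comparison the DNA repair list had a median of 0.77, with 26 of 177 genes lower, and the proliferation list one of 1.06, with 1 of 26 lower. Without an exact permutation test, fry gave p = 0.00120 and p = 0.0790. As both lists rose, a rise specific to DNA repair cannot be told apart from one of proliferation.

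A lower share of macrophages in the KO tumors is a candidate explanation for the macrophage genes, of which 18 of 19 were lower. Fewer counts are argued against, since the median was −2.02 after thinning. A change of these genes within macrophages stays open and was not tested.

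*Dclre1c* was lower in KO, and a change covering its surroundings is argued against, since the 10 tested neighbors had a median of −0.13 and the lowest was at −0.57. Library size or quality could contribute, as the log2 fold change was −0.59 with library size as a covariate, and this cannot be told apart from the group. Between Medusa and Ohio and the WT tumors it was −1.35 (edgeR adjusted p = 0.0694), so normal tissue is not settled with 2 tumors. Over the alternatives the adjusted p ranged from 0.00233 to 0.628. Within KO, *Dclre1c* and the ribosomal RNA gene had r = −0.74 and rho = −0.81 (permutation p = 0.0395 and 0.0218, adjusted p = 0.0614 for r over 14 relations), and r = −0.46 without the 2 farthest tumors, so this relation rests on those.

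That *Arid1a* was not lower in the tumors labeled KO could come from transcripts without the floxed exons that are still counted on the gene, and the log2 fold change of 0.16 over the whole gene cannot decide this without counts per exon. Cells without recombination in the samples were not tested. The 12 pseudogene shares that separate the tumors by their labels do not settle whether tumors were swapped. If the 2 groups were aligned or counted in different ways, the shares would follow the processing, so swapped tumors cannot be told apart from correct labels.

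Genes of chromosome 8 were higher in KO by 0.31 on the log2 scale (two-sided exact permutation test, p = 0.00342, n = 8 and 8, adjusted p = 0.0513 over 20 chromosomes; p = 0.0323 and adjusted p = 0.215 with mice as units). A different copy number may be behind this, and as the adjusted p fails the threshold, it cannot be told apart from chance. Past the threshold were 46 genes of this chromosome higher and 9 lower in KO. Genes of chromosome 1 had a difference of −0.20 (two-sided exact permutation test, p = 0.00513, adjusted p = 0.0513; p = 0.0162 and adjusted p = 0.202 with mice as units), and 11 were higher and 24 lower past the threshold. No explanation was tested for chromosome 1.

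The lists that belong at no conclusion had these median log2 fold changes and adjusted p-values from limma's camera over the 17 lists. Osteoclast genes had −1.65 over 9 genes (adjusted p = 0.0239, and 0.246 with fry), cartilage genes −0.72 over 9 (0.628) and proliferation genes 0.09 over 26 (0.0569). SWI/SNF subunits had 0.10 over 20 (0.0576), with 2 past the threshold in edgeR, and 7 higher and 1 lower when adjusted over the list alone. Skeletal muscle genes had 3.37 over 16 (0.628), with the opposite direction, −1.60, in DESeq2. Epithelial genes had 2.14 over 3 (0.268), lymphoid genes 0.68 over 4 (0.871), lung genes 0.73 over 4 (0.812), and neutrophil and marrow genes 1.23 over 5 (0.628). Erythroid genes had 0.60 over 4 (0.752), with the opposite direction, −1.26 over 11 genes, in DESeq2.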
